# Hepatocyte-targeted Bap1 reduction in the liver primes an inflammatory transcriptional response

**DOI:** 10.1093/g3journal/jkag047

**Published:** 2026-02-19

**Authors:** William C Nenad, Peyton C Kuhlers, Ian R Sturgill, Irene Biju, Max Bucklan, Lindsey Hernandez, Lee-Ching Zhu, Katherine A Hoadley, Jesse R Raab

**Keywords:** BRCA1-associated protein 1, chemokine, cytokine, liver damage response, immune recruitment, Kupffer cells, fatty acid metabolism, spatial transcriptomics

## Abstract

BRCA1-associated protein 1 (BAP1) is a deubiquitinase, frequently altered in cancers including hepatocellular carcinoma and cholangiocarcinoma. While Bap1 has been shown to play key roles in metabolism, maintenance of tissue homeostasis, and immune cell development, little is known about its normal functions in the liver in vivo. Using AAV8-mediated CRISPR/CAS9 genome editing, we generated a mouse hepatocyte-specific model of Bap1 knockout to define the changes that occur in liver biology in an in vivo system and characterize how loss of Bap1 alters the liver's response to injury. Single-cell resolution spatial transcriptomics were performed in conjunction with immunohistochemistry to analyze cell-type composition and immune cell recruitment changes. Bulk RNA-sequencing was performed to further assess the impact of Bap1 loss on transcription. Hepatocyte-specific depletion of Bap1-induced transcriptional changes shared with acute injury. We observed a strong dysregulation of inflammatory pathways associated with Bap1 loss. Moreover, the transcriptional response of Bap1 depletion in hepatocytes to damage was markedly different than in control liver, with Bap1-depleted livers showing a decreased hepatocyte identity based on gene expression. Spatial transcriptomics and quantitative texture analysis of immunohistochemistry revealed an altered immune environment prior to damage and an impaired recruitment of immune cells in Bap1-depleted livers after damage. Our data suggest Bap1 is a critical modulator in the liver's immune cell response and its loss leads to an inflammatory environment prior to damage and disrupts the recruitment immune cells. Our quantitative spatial analysis highlights the power of such approaches to characterize the spatial distribution of different cell types in a tissue.

## Introduction

Bap1 is a tumor suppressor gene encoding a deubiquitinase whose main function is to remove ubiquitin from Histone H2A at Lysine 119 (H2AK119ub). H2AK119ub is deposited by Polycomb repressive complex 1 (PRC1), making BAP1 a critical brake on transcriptional repression. Chromatin dynamics play a critical role in acute and chronic injury responses as well as liver cancer (Hodges et al. 2016; Flavahan et al. 2017; Zhao et al. 2021; Wang et al. 2025). H2AK119ub serves as a docking site for Polycomb repressive complex 2 (PRC2), where PRC1/2 dynamics have been shown to control hepatocyte maturation and fibrogenesis (Blackledge et al. 2014; Grindheim et al. 2019; Yan et al. 2021). BAP1 inactivation is frequently observed in cholangiocarcinoma and a subset of hepatocellular carcinomas (Cancer Genome Atlas Research Network 2017; Farshidfar et al. 2017; Sturgill et al. 2024). BAP1 loss in a hepatocellular carcinoma cohort from The Cancer Genome Atlas (TCGA) molecularly resembled cholangiocarcinoma, suggesting that BAP1 may regulate cellular plasticity in the liver (Damrauer et al. 2021).

Bap1 is a key regulator in the liver, contributing to the maintenance of tissue homeostasis, normal liver function, and metabolism (Baughman et al. 2016). Artegiani et al. (2019) generated a human liver organoid model of BAP1 knockout and showed that BAP1 loss resulted in dysregulation of the epithelial cell state and identity. BAP1 plays a central role in immune cell development and responses through its ubiquitination activity in B-cell, T-cell, and macrophage development (Liang et al. 2024; Radhakrishnan et al. 2024; Zhang et al. 2025). Additionally, BAP1 loss in tumor cells has been shown to alter the tumor immune microenvironment (Zhang and Wu 2023; Camp et al. 2024; Chang et al. 2024).

Despite these insights, the precise role of BAP1 in vivo in the liver and during the initial liver damage response is unknown. Given BAP1's association with cancer and the importance of PRC1/2 in fibrosis, uncovering the function of Bap1 early in tissue injury is critical for understanding how its loss contributes to later disease phenotypes. Previous work studied the combined deletion of Bap1 and Tp53 loss to understand cell fate changes in organoids but have not explored the role of BAP1 in vivo (Artegiani et al. 2019). Here, we generate a mouse hepatocyte-specific model of Bap1 loss to explore and characterize the changes that occur in liver biology in an in vivo system. Our work demonstrates that hepatocyte-specific deletion of Bap1 induces widespread changes to the immune environment and liver damage response during acute injury. Using high-resolution spatial analysis, we demonstrate changes to macrophage localization. Moreover, we show that Bap1 loss in the absence of damage induces an inflammatory response in the liver that is similar to the immune activation induced by damage. Together, these data suggest a complex interaction of all cells in the liver tissue milieu that are impacted by Bap1 loss in hepatocytes, including important immune cell populations that influence liver health, homeostasis, and tumorigenesis.

## Methods

### Mouse model

Cas9 Lox-Stop-Lox mice were purchased from Jackson Laboratory and bred in house (Strain #024857). The 16- to 20-week-old female mice were injected via the lateral tail vein with 1e12 viral particles of AAV8-U6 -sgRNA-TBG-Cre. On day, 10 mice were injected with either 1:9 dilution of CCl_4_ in olive oil or vehicle (olive oil) intraperitoneally at 10 µL/g bodyweight. Forty-eight hours after treatment, the left lobe was harvested for paraffin embedding and immunohistochemistry (IHC) and the right lobe was isolated for RNA. All animal experiments were approved by the Institutional Animal Care and Use Committee at The University of North Carolina at Chapel Hill.

### TIDE analysis

The efficiency of guide RNAs was tested by comparing the on-target editing to the off-targeted editing and to select strong guide for in vivo studies. On-target PCR primers for the in vitro test were BAP1-1 Forward CCACCACTGCCCTTTCAGAA Reverse CTGGTATCCACTCACGCTCC, gRNA sequence AGAATGGCCTCAGTGCAGTG. BAP1-2, which was selected for in vivo studies, Forward CCTGCCACACAGTTGGGTAT, Reverse CGGGCTGAAAGATCACCTCA, gRNA sequence TGAAGACGAGGATGACTACG. These were performed on both AML12 cells and mouse liver tissue from bulk RNA-seq experiments. 

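The guide BAP1-2 has 20 bases and matches the + strand of chromosome 14 of GRCm38 from 31256729 to 31256748. It is followed there by AGG, the protospacer adjacent motif that Cas9 needs next to its target. The match lies in the coding sequence of Bap1 (ENSMUSG00000021901.10, 31251450 to 31259944), in exon 12 of the 17 exons of transcript ENSMUST00000022458.10 (GENCODE vM21). This exon runs from 31256661 to 31256791 and holds the site in 2 of the 3 annotated coding transcripts. The reference sequence before the match is CGAGCGCCCCAGCAGTACTC, and ATGAGGACGAGGACGTGCAG follows the motif. A break 3 bases before the motif falls after position 31256745, in codon 401 of 728, so that 54.9% of the protein lies upstream. The guide BAP1-1 (AGAATGGCCTCAGTGCAGTG) matches the + strand from 31254196 to 31254215 before the motif CGG, in exon 7 (31254167 to 31254309). Its break falls after position 31254212, in codon 161, with 22% of the protein upstream. The 3 off-target regions were not analysed here.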

Off-target sites were designed using Cas-OFFinder (Bae et al. 2014). Sequences and target sites are as follows, all coordinates are from mm10. Off-target 1 chr5:99,708,572 to 99,708,676 F TGGAGAAAGGGAAGGGGGAA, R GCAGCACAGATGGTTCCTTG, Off-target 2 chr5:36,484,712 to 36,484,879 F CAGTCGCTCGAGATCAAGGT, R TCGTTCTCGATCTGTCCCCT; Off-target 3 chr1:167,155,486 to 167,155,681 F TGTTTTGTTGCCACAGTGCT, R CCAGTTTCTGCACTGAATGGC. Off-target sites were tested on samples from liver tissue used in bulk RNA-seq. Products from these reactions were sequenced and then used as input for TIDE analysis at tide.nki.nl (Brinkman et al. 2014) One NTG sample was used as control for all other samples.

### Immunofluorescence

A 7 µM section of fresh-frozen liver tissue was sectioned on cryotome before fixing in fresh 4% paraformaldehyde in PBS. Sections were washed 3 times for 5 min at RT in PBS. Sections were blocked for 1 h at RT in PBS (5% Goat Serum, 0.3% Triton X-100). Sections were then washed 3 times for 5 min in PBS. Primary antibodies were diluted in antibody dilution buffer (1% BSA, 0.3% Triton X-100 in PBS) at the following dilutions GFP (1:100, Nacalai Tesque #04404-84 Lot M9N7092; Hnf4a #3113S Lot 2 1:400) added to slide and incubated at 4 °C overnight in a humidified chamber. Slides were washed 3 times for 5 min with PBS before incubation in secondary antibody in antibody dilution buffer for 1 h at RT (1:500 dilution, goat-anti rabbit or Alexafluor 647 or goat anti-rat Alexafluor 568, Invitrogen). Slides were washed 2 times for 5 min in PBS. DAPI was added at 0.5 µg/mL in PBS and incubated for 5 min at RT as the final wash. 1X TrueBlack was prepared in PBS from a 40× DMSO stock (Biotium #23011) and tissue was covered for 10 min. Slides were then rinsed 3 times in a staining jar with PBS and cover slipped using mounting media (Biotium #23001) before imaging on a Leica DMI8 inverted widefield microscope at 20×. Z-stack images were obtained and a multifocal image generated using the Leica LasX software. Final figure preparation was done using ImageJ to generate scale bars and inset regions.

### Immunohistochemistry

Livers from animals were excised and the left lobe was fixed in 10% neutral buffered formalin for 24 h at RT before paraffin embedding, slide sectioning, and hematoxylin and eosin (H&E) staining (UNC Pathology Services Core). For immunohistochemistry experiments, 5 μm liver sections were deparaffinized by incubating 3 times for 5 min at RT in CitriSolv and rehydrated by 2 sequential incubations for 10 min in 100% ethanol, 95% ethanol, and then followed by two, 5 min washes in dH_2_O. Antigen retrieval was performed in ImmunoRetriever Citrate unmasking solution in a TintoRetriever (Bio SB) on high pressure for 15 min. Sections were washed 3 times for 5 min in dH_2_O followed by incubating for 10 min in 3% hydrogen peroxide and finally washed in TBS with 0.1% Tween (TBST). Slides were incubated for 1 h at RT in TBST + 5% goat serum for blocking. Primary antibodies were diluted in TBST + 5% goat serum (Cre 1:100 Cell Signaling, 15036S Lot #2, F4/80 1:500 Cell Signaling catalogue 70076 Lot 9, CD3 1:400 Cell Signaling #78588 Lot 5, CPS1 1:400 Thermo PA5-106399 Lot ZK4547959) and incubated at 4° overnight in a humidified chamber. Slides were then washed 3 times for 5 min with TBST before addition of 1 to 3 drops of Signal Stain Boost Detection Reagent (Cell Signaling Technologies) directly to the slides and incubated for 30 min at RT. Slides were then washed 3 times for 5 min with TBST and 1 drop of Signal Stain DAB was diluted in 1 mL Signal Stain Diluent before adding to tissue for 5 min. Slides were immersed in H_2_O for 5 min twice and counterstained with hematoxylin for 1 to 2 min and then soaked in tap water for 1 to 2 min. Slides were then washed twice for 5 min in dH_2_O and then dehydrated by sequential incubations in 95% ethanol, 100% ethanol, and CitriSolv before mounting with Signal Stain Mounting Media. Slides were imaged on a Leica Dmi8 or an Olympus VS200 slide scanner.

### IHC quantification

IHC quantification was performed in QuPath (version 0.5.0) (Bankhead et al. 2017). Images were tiled, excluding tiles that were blurry or only within a vein. Positive cell detection was performed using the optical density sum in the QuPath module for Cre, F4/80, Cps1, and Cd3 and reported as percent positive. The *H*-score was calculated by multiplying the intensity by percent of cells positive—(0 × %neg) + (1 × %low) + (2 × %moderate) +(3 × %high). Six to seven equally sized regions per condition were selected for quantification (Bankhead et al. 2017). For central and portal veins, we focused on a smaller region of 500 by 500 pixel regions to restrict to specific vein type (*n* = 42 patches). Cutoffs for intensity were low = 0.05, medium = 0.4, high = 0.6 for F4/80 and low = 0.2, medium = 0.4, high = 0.6 for CD3. Score for the regions within each sample were plotted using ggplot2 (version 4.0.0) (Wickham 2016) and ANOVA was used to compute statistical significance between groups.

### Quantitative polymerase chain reaction

RNA was harvested with Monarch Total RNA extraction kit (NEB) and 1 µg of RNA was converted to cDNA using LunaScript RT by 25° for 2 min, 55° for 10 min, and 95° for 1 min. Two microliters of a 1:10 dilution of cDNA were then used as the input for qPCR with SsoFast (BioRad) with 300 nM gene-specific primers. Quantitation was performed as delta delta ct relative to Hprt and nontargeting control (Supplementary Table 1). BAP1 Forward GACCTTCAGAGTAAATGCCAGG, BAP1 Reverse ACCAACGTAGAAACCTTGCG, Tbp Forward GGGAGAATCATGGACCAGAA, TBP Reverse CCGTAAGGCATCATTGGACT.

### Histopathology review

All samples were examined using H&E–stained tissue sections with staining performed by the UNC Pathology Services Core. Histologic evaluation for zone 3 necrosis and steatosis was performed using a semi-quantitative scale by a board-certified pathologist with liver subspecialty training who was blinded to treatment assignments. Zone 3 necrosis was graded by the degree of injury and extent of involvement in zone 3. steatosis was graded by the degree of swollenness and injury.

### RNA-sequencing analysis

RNA was extracted from fresh-frozen liver samples (2 NTC Veh, 2 sgBap1 Veh, 3 NTC CCl_4_, 3 sgBap1 CCl_4_) using Applied Biosystems MagMAX mirVana Total RNA Isolation Kit (A27828). RNA sequencing libraries were generated from 500 to 1,000 ng input RNA using Illumina TruSEQ Stranded mRNA kit (Cat 20020594). Library concentration was calculated using Qubit 1× dsDNA HS Array. RNA sequencing libraries were sequenced 2 × 50 on an Illumina NextSeq200. Reads were aligned to the reference genome mm10 (GRCm38_p6) using STAR 2.7.6a and genes were quantified (Dobin et al. 2013) with Salmon 1.4.0 to gencode vM25 (Patro et al. 2017). Quality control was performed using SAMtools sort 1.10, Picard 2.22.4 CollectRnaSeqMetrics, calculate max read length, flagstat, and run FastQC 0.11.9 (Li et al. 2009; Andrews 2010).

Differential expression was performed with DESeq2 (version 1.42.1) using estimated counts from Salmon (Love et al. 2014; Patro et al. 2017). Following differential expression, shrinkage was applied to each coefficient using the lfcShrink function with type = “apeglm” (version 1.24.0) (Zhu et al. 2019; Supplementary Table 3). Results were visualized using ComplexHeatmap (version 2.18.0) and volcano plots with ggplot2 (Gu 2022; Wickham 2016).

Interaction between genotype and treatment were estimated with DESeq2 using the following design: “∼ treatment + genotype + treatment:genotype” (Love et al. 2014). Interaction terms were shrunk and genes with significant coefficients (adjust *P* < 0.05) were used for further analysis. Log normalized expression values were median centered across samples and clustered using 1-Pearson correlation distance and average linkage with the R package hclust (Supplementary Table 5).

### Gene set enrichment analysis

Shrunken log fold changes were used for downstream gene set enrichment analysis. The package msigdbr (version 7.5.1) was used to extract c5 and c8 gene sets from bulk data using the *GSEA* function from clusterProfiler (version 4.10.1) (Subramanian et al. 2005; Yu et al. 2012; Liberzon et al. 2015; Wu et al. 2021; Castanza et al. 2023; Dolgalev 2025). For enrichment/overrepresentation analyses, the “enricher” function was used. Gene sets were filtered by significance with a *P*-value threshold of 0.05, unless otherwise noted. Terms were grouped into “immune” and “non-immune” gene sets by keywords in Supplementary Table 6. These were visualized as waterfall plots using ggplot2 (Wickham 2016).

### Bap1 activity score

We used a previously defined transcriptional surrogate of BAP1 activity based on genes differentially expressed when BAP1 is altered (Sturgill et al. 2024). Using log_2_ normalized expression data, expression values for upregulated signature genes were multiplied by +1 and downregulated genes were multiplied by −1 and summed to derive a final score (Supplementary Table 7). Lower scores indicate less activity. We calculated the BAP1 activity score for a human liver cohort including both healthy and nonalcoholic steatohepatitis (NASH) (Chen et al. 2023). We obtained RNAseq fastq files from the Gene Expression Omnibus—GSE213621. Reads were aligned with STAR 2.7.11b to hg38 and genes were quantified using Salmon 1.10 with gencode v36 to obtain counts followed by BAP1 activity score as described above. Two outliers (GSM6590149 and GSM6589971) were removed for poor quality. Human genes in the BAP1 signature were converted to mouse orthologs using babelgene (version 22.9 https://igordot.github.io/babelgene/). Genes without a corresponding mouse ortholog were excluded (251/3,966 genes, 6%). We evaluated the sensitivity by removing these genes and recalculating BAP1 activity scores from the reduced gene set in the human cohort and found they were highly correlated (*R* = 0.98).

### Spatial transcriptomics

Spatial transcriptomics data were generated using the Molecular Cartography platform (Resolve Biosciences). The technology is derived from single-molecule fluorescent in situ hybridization (smFISH) and produces an approximate spatial resolution of 300 nm. Livers for 7 mice (1 NTC Veh, 1 sgBap1 Veh, 3 NTC CCl_4_, 2 sgBap1 CCl_4_) were harvested and immediately placed in O.C.T (TissueTek) before freezing in a dry ice/isopentane bath. Ten micrometer fresh-frozen liver tissue sections were cut on a cryotome and placed onto a Resolve Biosciences Molecular Cartography slide producing 4 NTC Veh, 2 sgBap1 Veh, 13 NTC CCl_4_, and 7 sgBap1 CCl_4_ ROIs. Samples were shipped to Resolve Biosciences for processing for data generation. A set of 100 targeted RNA probes were measured (Supplementary Table 8). Data were processed in the Resolve Biosciences online pipeline. Cell segmentation was achieved using Baysor and sample DAPI staining as a prior (Petukhov et al. 2022).

Putative cell types were assigned using robust cell type decomposition (RCTD) from the spacexr package (version 2.2.0) (Cable et al. 2022). The RCTD single-cell reference was built from liver cell type annotations and expression data from the mouse steady-state (StSt) liver cell atlas provided by Guilliams et al. (2022). Spatial cell types were called using default settings per-replicate by RCTD. Differences in cell type proportion across treatment conditions were determined using propeller (version 1.2.0) (Phipson et al. 2022) in “anova” mode with the transformation set to “logit.” To mediate spatial effects of sampling, we pooled all regions of interest per treatment group for analysis.

### Texture-based image analysis

F4/80 IHC slides were imported into R using OpenImageR (version 1.3.0) (Mouselimis et al. 2023). Images were converted to grayscale. For each image, a patch of 200 × 200 pixels of background were selected for background intensity normalization. The pixel intensity of each image was divided by the mean of its background pixels. A 1,500 × 1,500 pixel area was selected for analysis (Supplementary Table 9). Images were tiled into 8 × 8 grids (187.5 × 187.5 pixel) and filtered to remove tiles that encompassed mostly empty or veinous regions, using a Gaussian blurring effect from EBImage (version 4.48.0) and a threshold of more than 10% of pixels in a tile in top 10% of pixel values of 1,500 × 1,500 pixel image (Pau et al. 2010). Each tile was rasterized using raster (version 3.6-31) and aggregated by taking a 3 × 3 pixel average using the aggregate function from terra (version 1.8-15) (Hijmans et al. 2025; Hijmans et al. 2025). Filtered and aggregated tiles were run in gray-level co-occurrence matrices (glcm) algorithm (version 1.6.5) using contrast, homogeneity, entropy, second moment, variance, mean, and dissimilarity statistics across 0°, 45°, 90°, and 135° shifts with the number of gray levels (n_gray) set to 4 (Haralick et al. 1973; Zvoleff 2020). For each tile, the mean, standard deviation, quantile 1 and quantile 3, kurtosis, and skewness were calculated for each glcm metric with e1071 package (version 1.7-16) and used in prcomp (stats-package) for principal component analysis (PCA) analysis (Meyer et al. 2024). Tiles were visualized on the PCA using ggimage (version 0.3.4) (Yu and Xu 2025).

## Results

### BAP1 loss alters immune function

To understand how BAP1 contributes to the response to liver damage, we established a model of hepatocyte-specific depletion using CRISPR/CAS9. We tested 2 BAP1 guide RNAs (gRNAs) in the murine epithelial cell line AML12 by immunoblot to identify the strongest (Supplementary Fig. 1a to c). We then used this to generate a hepatocyte-specific AAV8-Tbg-Cre-sgRNA construct to evaluate the role of Bap1 in the liver and response to damage. This approach is commonly used to specifically target hepatocytes using a hepatocyte-specific thyroid hormone-binding globulin promoter (Tbg) and an AAV serotype (AAV8) that preferentially infects hepatocytes (Nakai et al. 2005; Yanger et al. 2013; Lee et al. 2020; Kiourtis et al. 2021) (Supplementary Fig. 1d). After 10 d, non-targeting control (NTC) and sgBap1 mice were treated with either carbon tetrachloride (CCl_4_) or vehicle and 48 h later livers were harvested (Fig. 1a). 

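Bulk RNA-seq was made from the livers of 10 female mice aged 16 to 20 weeks, with 2 mice each in the NTC-Veh and sgBap1-Veh groups and 3 mice each in the NTC-CCl4 and sgBap1-CCl4 groups. The mice carry a Cas9 gene that stays silent until Cre recombinase removes a stop cassette. The virus, at 1000000000000 particles per mouse, brings the guide and a Cre gene that hepatocytes express. CCl4 is a solvent that liver enzymes turn into a toxic radical around the central veins. It was injected intraperitoneally at 1 part in 9 parts of olive oil and 10 µL per g of body weight. The authors made stranded mRNA libraries, sequenced pairs of reads of 50 bases, aligned them to mm10 (GRCm38) with STAR, and estimated gene counts with Salmon on GENCODE vM25. The deposited values are these estimated counts per gene symbol without normalization, for 55291 genes. Of these values, 9.22% are not whole numbers, and all were rounded before testing. The estimated counts sum to 4.67e+07 and 4.24e+07 in the NTC-Veh mice and 4.44e+07 and 3.30e+07 in the sgBap1-Veh mice. They sum to 4.15e+07, 4.73e+07 and 3.33e+07 in the NTC-CCl4 mice and 5.22e+07, 4.73e+07 and 4.35e+07 in the sgBap1-CCl4 mice. The 10 genes with the most counts in a mouse held 17.1% to 20.7% of its counts. Normalization was by edgeR's TMM method, whose factors were 0.786 to 0.851 in NTC-Veh, 0.809 to 0.836 in sgBap1-Veh, 1.13 to 1.15 in NTC-CCl4 and 1.08 to 1.24 in sgBap1-CCl4 livers. Expression is given in CPM of the normalized library as the mean ± SD over mice. Depending on the mouse, 3 counts, taken as the smallest amount told from 0, correspond to 0.0511 to 0.112 CPM, which covers counting error only. After edgeR's filterByExpr, 17015 genes were tested with one quasi-likelihood model of the 4 groups. Unless said otherwise, adjusted p-values are two-sided, come from edgeR's quasi-likelihood test, and are adjusted by Benjamini-Hochberg over these genes within each comparison. A gene is called changed when its adjusted p is under 0.05. The standard error (SE) of a log2 fold change is its size divided by the square root of the test's F statistic. The interaction is the log2 fold change of CCl4 against vehicle in sgBap1 minus that in NTC livers. With 2 mice against 2 the smallest two-sided p of an exact permutation test is 0.333, and with 3 against 3 it is 0.1. Between mice of a group, the counts of a gene differed by a mean chi-square of 14.8 to 87.0, against about 1 for counting error alone, and each mouse was taken as its own replicate. The Pearson correlation of log2 CPM between such mice was 0.977 to 0.988. Xist, which female cells express, measured 591 to 1259.6 CPM, and the Y-linked gene Ddx3y had 0 counts in all 10 mice. Gene positions are those of GENCODE vM21 on GRCm38. Reads were taken to be shared between genes where stretches of 50 bases of their transcripts are identical. The paper's text does not give the library type set in Salmon, so overlapping genes on the other strand are named.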

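In a principal component analysis of the log2 CPM of the 17015 tested genes, centred on each gene, the 1st component held 73.3% of the variance and the 2nd 5.26%. The NTC-Veh livers had scores of -100.0 and 16.4, and of -102 and 3.81, on these components. The sgBap1-Veh livers had -88.8 and -20.8, and -99.5 and -9.89. Scores of the NTC-CCl4 livers were 56.5 and 31.8, 54.4 and 12.9, and 66.3 and 19.8. Those of the sgBap1-CCl4 livers were 68.6 and -10.7, 87.7 and -46.0, and 57.2 and 2.60. The 2nd of these 3 livers also had 36.4 CPM of Adipoq and 34.5 CPM of Plin1, genes that fat cells express. The other 9 livers had at most 0.0425 and 0.0188 CPM, each from at most 3 counts. Adipoq and Plin1 are named after their values were seen, and the liver was kept. Without it, 150 genes in place of 69 were changed in sgBap1-Veh against NTC-Veh livers, 24 in place of 56 in sgBap1-CCl4 against NTC-CCl4 livers, and 7 in place of 0 had an interaction.

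**Figure D1:**
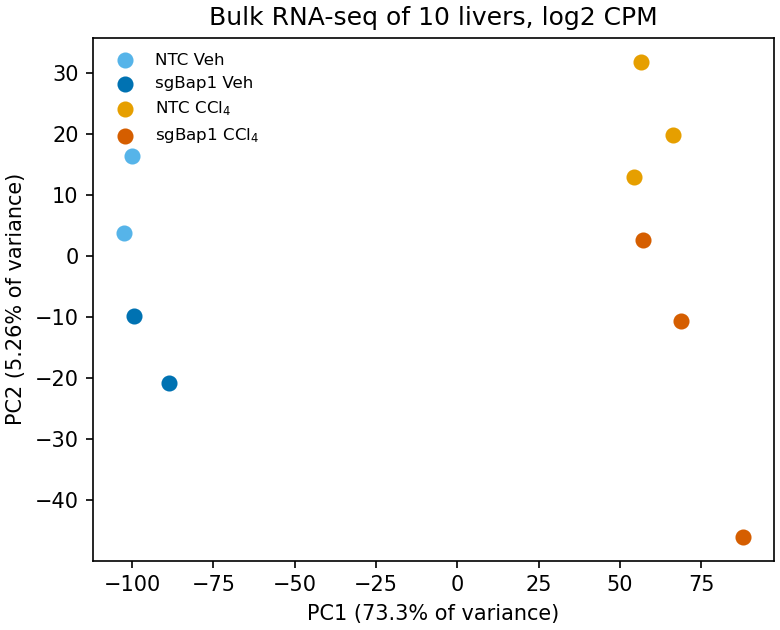
Scores of the 10 livers on the 1st and 2nd principal components of log2 CPM, coloured by group. NTC-Veh and sgBap1-Veh, n = 2 mice each. NTC-CCl4 and sgBap1-CCl4, n = 3 mice each. The 1st component holds 73.3% and the 2nd 5.26% of the variance.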

We observed robust IHC staining for Cre expression and transfection efficiency was comparable across all experimental groups with overall mean Cre positivity of 78.1% (ANOVA *P* = 0.327, Supplementary Fig. 1e and f). Reduction of Bap1 RNA expression in sgBap1 livers was confirmed by both qPCR and bulk RNA-seq (*t*-test *P* = 9e − 5 and Veh: NTC vs sgBap1 = 2.89 e − 7, CCl_4_: NTC vs sgBap1 = 5.73 e − 6, respectively, Supplementary Fig. 1g and h). 

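In the bulk RNA-seq, Bap1 (ENSMUSG00000021901.10, chromosome 14, 31251450 to 31259944) had log2 CPM of 5.12 and 5.12 in the NTC-Veh mice and 4.13 and 4.28 in the sgBap1-Veh mice. The values were 4.91, 4.98 and 4.88 in the NTC-CCl4 mice and 4.09, 4.45 and 4.25 in the sgBap1-CCl4 mice. As group means, Bap1 measured 34.8 ± 0.0265 CPM in NTC-Veh and 18.5 ± 1.35 in sgBap1-Veh livers (SD, n = 2 each), and 30.4 ± 1.00 in NTC-CCl4 and 19.3 ± 2.43 in sgBap1-CCl4 livers (SD, n = 3 each). The log2 fold change of sgBap1 against NTC was -0.91 (SE 0.12, adjusted p = 0.0208) with vehicle and -0.65 (SE 0.10, adjusted p = 0.0295) with CCl4. With DESeq2's Wald test the adjusted p was 2.89e-07 with vehicle (range over the alternatives 2.89e-07 to 0.0744) and 5.73e-06 with CCl4 (range 5.73e-06 to 0.0766). Leaving out each mouse in turn gave log2 fold changes of -0.99 to -0.84 with vehicle and -0.75 to -0.57 with CCl4. With CCl4, the adjusted p of these fits was 0.0287 to 0.147. In NTC livers, Bap1 changed with CCl4 by a log2 fold change of -0.20 (SE 0.11, adjusted p = 0.144). No stretch of 50 bases of its transcripts occurs in another gene.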

Sanger sequencing of amplicons surrounding the BAP1 guide RNA sequence showed 30% to 40% editing efficiency compared with 3 off-target sites which were edited in only 0% to 5% of the sample (Supplementary Fig. 1i).

**Fig. 1.**
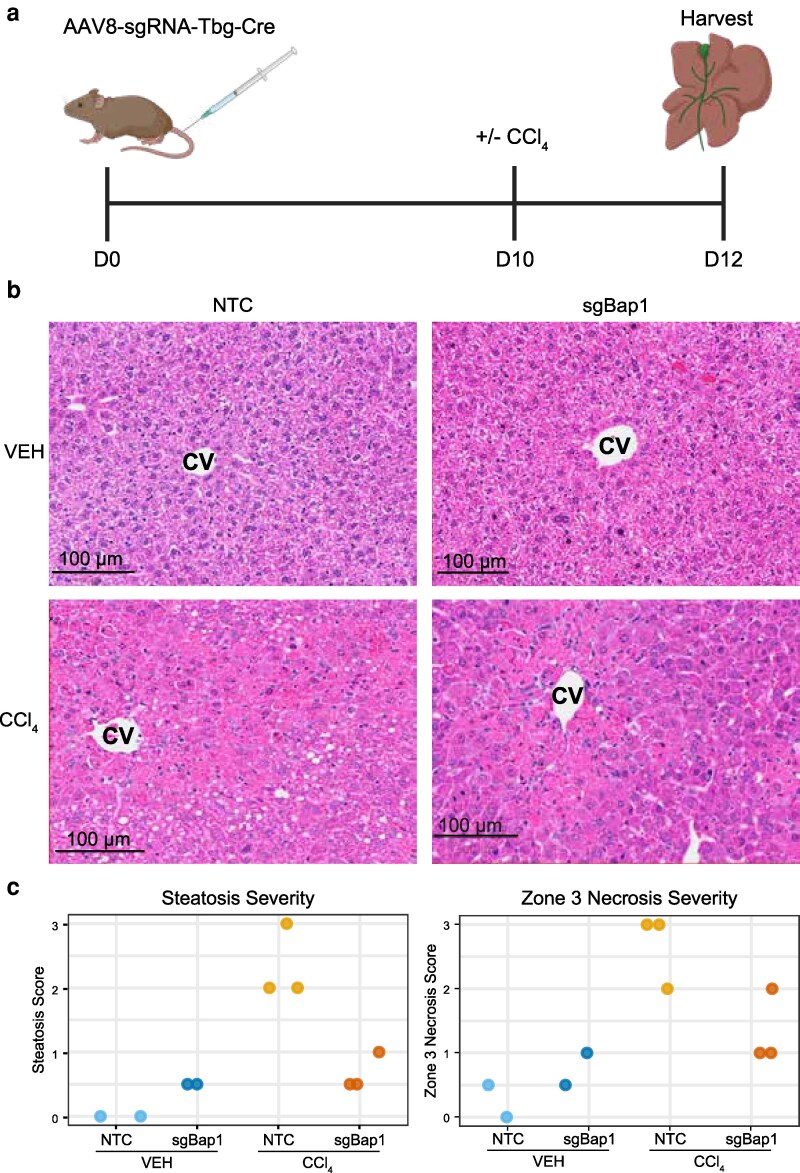
Histologic changes associated with Bap1 loss in hepatocytes. a) Schematic of experimental conditions and timeline. b) Representative H&E-stained images of all experimental conditions. NTC, non-targeting control; sgBap1, Bap1 targeting guide; VEH, vehicle treated; CCl_4_, carbon tetrachloride treated; CV, central vein. c) Steatosis and zone 3 necrosis grading. Images were graded by increasing severity from 0, +/− (0.5), + (1), ++ (2), to +++ (3). Panel A created in BioRender. Nenad, W. (2026) https://BioRender.com/kakp9vx

Histologic assessment of liver biopsy sections was performed by a board-certified liver pathologist (Fig. 1b and c; Supplementary Table 2). Steatosis was absent in normal NTC livers and upon CCl_4_ treatment was elevated to grade 2 or grade 3. In sgBap1 livers, cells appeared swollen. However, upon CCl_4_ treatment, steatosis was not elevated and few cells displayed fat droplets. Evaluation of zone 3 necrosis showed a similar patterning. Upon CCl_4_ treatment normal NTC livers displayed large necrotic areas with dead hepatocytes that had lost their nuclear staining and had recruitment of inflammatory cells. Vehicle-treated sgBAP1 livers had evidence of injury but without cells being completely necrotic yet but after CCl_4_ treatment, damaged areas were not elevated to the same extent as observed in the NTC livers. The zone 3 damage was further confirmed by the presence of the liver damage marker, Cps1, at damaged regions around central veins (Supplementary Fig. 2a and b).

### Transcriptional effect of Bap1 loss

We applied a previously defined transcriptional proxy of Bap1 pathway activity to our 4 mouse model conditions where lower scores reflect decreased BAP1 activity (Fig. 2a, see Methods) (Sturgill et al. 2024). We observed reduced BAP1 activity in sgBAP1 livers and in both CCl_4_-treated livers. 

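Over the 17015 tested genes, the log2 fold changes of sgBap1-Veh against NTC-Veh and of NTC-CCl4 against NTC-Veh had a Pearson correlation of 0.30. The Spearman correlation was 0.23. The genes of a liver are not independent measurements, and both comparisons use the same 2 NTC-Veh mice. With a different NTC-Veh mouse as the baseline of each comparison, the alternative that moved it most, the Pearson correlation was 0.10 or 0.12. It was 0.16 to 0.49 with each mouse left out in turn.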

We compared 2 pairwise differential expression analyses of bulk RNAseq to assess the similarity between CCl_4_-associated damage and hepatocyte-directed Bap1 loss: NTC-CCl_4_ vs NTC-Veh and sgBap1-Veh vs NTC-Veh (Fig. 2b). CCl_4_ elicited a strong transcriptional response (*n* = 8,721 genes, adjusted *P* < 0.05, Supplementary Table 3). 

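CCl4 changed 9178 of the 17015 tested genes in NTC livers, with 4659 higher and 4519 lower in the 3 NTC-CCl4 than in the 2 NTC-Veh mice. The alternative that moved this result most was scaling by library size alone, chosen after the values were seen. It called 10561 genes, 80.5% of them higher against 50.8% with TMM, and put the median log2 fold change of all genes at 0.50. Leaving out in turn each mouse but the 2 of NTC-Veh gave 8191 to 9374 genes. Among the changed genes with a mean of at least 100 counts and no overlap between the mice of the 2 groups, the 5 with the largest log2 fold changes all had a group at or under the floor of 3 counts, so that only CPM are given (mean ± SD, n = 2 with vehicle and n = 3 with CCl4). Sprr1a (ENSMUSG00000050359.7, chromosome 3, 92483952 to 92485895) went from 0 ± 0 to 28.6 ± 13.9 CPM with CCl4, and Inava (ENSMUSG00000041605.16, chromosome 1, 136213531 to 136234264) went from 0 ± 0 to 5.14 ± 1.17 CPM. Inava overlaps Gm26568 on the other strand. In the other direction, Gm13775 (ENSMUSG00000081207.4, chromosome 4, 61783123 to 61801286) went from 11.9 ± 12.0 to 0 ± 0 CPM, Mup15 (ENSMUSG00000096674.1, chromosome 4, 61435790 to 61439743) went from 4.94 ± 1.03 to 0 ± 0 CPM, and Cyp3a41b (ENSMUSG00000075552.4, chromosome 5, 145558664 to 145584730) went from 4.65 ± 4.70 to 0 ± 0 CPM. The last 3 are uncertain, because they share 25.6%, 100% and 93.5% of their stretches of 50 bases with other genes, most with Mup-ps16, Mup2 and Cyp3a41a.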

Knockdown of Bap1 alone was associated with 551 genes differentially expressed compared to NTC in Veh-treated livers. 

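In vehicle-treated livers, 69 of the 17015 tested genes were changed in sgBap1 against NTC mice (n = 2 each), 47 higher and 22 lower. Before adjustment, 2100 genes had a p under 0.05, and the smallest adjusted p was 0.0120. With DESeq2's Wald test it was 553 genes, 398 higher and 155 lower, of which 66 are among the 69. Leaving out each of the 6 CCl4-treated mice in turn, which enter the test through the dispersions, gave 22 to 150 genes. The vehicle groups have 2 mice each, and no test was made without one of them. The following 5 genes had the largest log2 fold changes among the changed genes with at least 100 counts on average and no overlap between the mice of the 2 groups. From NTC to sgBap1 livers, Camk2b (ENSMUSG00000057897.14, chromosome 11, 5969644 to 6066362) fell from 16.7 ± 0.956 to 4.14 ± 1.66 CPM (mean ± SD), a log2 fold change of -2.03 (SE 0.25, adjusted p = 0.0208). Bcl6 (ENSMUSG00000022508.5, chromosome 16, 23965052 to 23988852) rose from 5.99 ± 1.16 to 21.9 ± 4.77 CPM, a log2 fold change of 1.87 (SE 0.22, adjusted p = 0.0191), and overlaps Gm37419 on the other strand. Lepr (ENSMUSG00000057722.17, chromosome 4, 101717404 to 101815352) fell from 36.9 ± 7.34 to 11.2 ± 1.19 CPM, with a log2 fold change of -1.73 (SE 0.22, adjusted p = 0.0208). Gm1966 (ENSMUSG00000073902.5, chromosome 7, 106596743 to 106604035), annotated as a pseudogene, rose from 1.78 ± 0.522 to 5.25 ± 0.757 CPM, with 1.56 (SE 0.25, adjusted p = 0.0350). It shares 17.5% of its stretches of 50 bases with other genes and is uncertain. Klra2 (ENSMUSG00000030187.15, chromosome 6, 131219223 to 131247362) rose from 1.60 ± 0.310 to 4.40 ± 0.287 CPM, with 1.45 (SE 0.25, adjusted p = 0.0438).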

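Of the 47 genes higher in sgBap1-Veh than in NTC-Veh livers, 35 were also higher in NTC-CCl4 than in NTC-Veh livers and 12 were not. CCl4 alone raised 4624 genes. Of the 22 genes lower in sgBap1-Veh livers, 6 were lowered and 5 raised by CCl4, and 8 genes raised in sgBap1-Veh livers were lowered by CCl4. Since the NTC-Veh mice are shared, chance in these 2 mice alone can move a gene the same way in both comparisons. With DESeq2's Wald test, the count of genes raised in both was 295, and leaving out each CCl4-treated mouse in turn gave 8 to 77.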

We focused on the strong transcriptional upregulation of genes with Bap1 loss that overlapped with CCl4-induced genes (Fig. 2b, Venn diagram). Considering the slight elevation of histologic metrics of damage (Fig. 1c), we looked at BAP1 activity levels in an external human cohort of 368 healthy and nonalcoholic steatohepatitis liver samples (NASH) (Chen et al. 2023). We observed a similar decrease in Bap1 activity with increasing fibrosis stage (Fig. 2c). The shared up-regulated gene set displayed expression of immune-related pathways from Hallmark and C5 (Ontology) gene sets from MSigDB (Castanza et al. 2023; Fig. 2d and e; Supplementary Table 4). 

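The 35 genes raised in both sgBap1-Veh and NTC-CCl4 livers had log2 fold changes of 0.62 to 1.56 for sgBap1 and 0.58 to 3.49 for CCl4. The Hallmark and C5 gene sets were not used here. Instead, the 35 genes were compared with the 31 genes that Supplementary Table 8 describes as markers of immune cells, of which 29 were tested, and with 64 chemokines and chemokine receptors taken by symbol, of which 51 were tested. These lists hold 2 and 0 of the 35 genes. Both lists are short and leave out many immune genes, so these counts do not say how many of the 35 are immune genes. Outside the lists, the 35 include Cd74, H2-Aa, H2-Ab1, H2-DMa and H2-Eb1, genes of antigen presentation by MHC class II, named after their values were seen. Their log2 fold changes were 1.23 to 1.43 for sgBap1 and 0.91 to 1.20 for CCl4. The 2 listed genes, named after their values were seen, are Csf1r (ENSMUSG00000024621.16, chromosome 18, 61100598 to 61132149) and Ptprc (ENSMUSG00000026395.16, chromosome 1, 138062861 to 138175708). Csf1r, which overlaps Hmgxb3 on the other strand, measured 33.02 ± 3.71 CPM in NTC-Veh and 68.7 ± 17.2 in sgBap1-Veh livers (SD, n = 2 each), and 97.1 ± 11.4 in NTC-CCl4 and 96.2 ± 11.6 in sgBap1-CCl4 livers (SD, n = 3 each), with log2 fold changes of 1.06 (SE 0.18, adjusted p = 0.0487) for sgBap1 against NTC with vehicle and 1.56 (SE 0.18, adjusted p = 4.72e-05) for CCl4 in NTC livers. Ptprc measured 12.4 ± 3.46 CPM in NTC-Veh and 25.8 ± 0.690 in sgBap1-Veh livers (SD, n = 2 each), and 51.0 ± 5.89 in NTC-CCl4 and 47.0 ± 3.99 in sgBap1-CCl4 livers (SD, n = 3 each), with 1.05 (SE 0.18, adjusted p = 0.0418) and 2.04 (SE 0.17, adjusted p = 7.28e-06). Over the alternatives the adjusted p with vehicle was 2.49e-05 to 0.156 for Csf1r and 1.85e-05 to 0.155 for Ptprc. With a CCl4-treated mouse left out it was 0.0329 to 0.0748 and 0.0352 to 0.0788, so neither call was always kept.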

Returning to the full sgBap1-Veh vs NTC-Veh analysis, GSEA of the differentially expressed genes revealed that 57% of all significantly enriched C5 pathways were immune pathway–related (Fig. 2f). 

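The C5 gene sets were not used here. Of the 29 tested genes that Supplementary Table 8 describes as markers of Kupffer, B, T or natural killer cells or as immune genes, 28 were higher in sgBap1-Veh than in NTC-Veh livers (n = 2 mice each). Their median log2 fold change was 0.73. Limma's camera test, which compares a set with all other genes at an inter-gene correlation of 0.01, gave a two-sided p of 8.87e-10 for the set. Benjamini-Hochberg adjustment over 12 tests of 3 sets in 4 comparisons made it 1.06e-08. Estimating the inter-gene correlation from the data moved this most, to an adjusted p of 0.183 (range over the alternatives 1.11e-11 to 0.183). The median was 0.30 to 1.26 with each mouse left out in turn. Adjusted over all 17015 genes, 2 of the 29 genes were changed, and adjusted over the 29 alone 3 were, with 12 at an unadjusted p under 0.05.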

Together, these data suggest at the bulk liver expression level, strong immune cell expression signatures are induced by a hepatocyte-specific sgBap1 knockout similar to CCl_4_-induced damage.

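With CCl4 in NTC livers (n = 3 against 2 mice), the same 29 immune genes had a median log2 fold change of 1.12, and 25 were higher (camera, adjusted p = 0.000258). Adjusted over all genes, 15 of them were changed. The 11 genes that the same table describes as hepatocyte markers had a median of -0.08 in sgBap1-Veh against NTC-Veh livers (camera, adjusted p = 0.855) and -1.37 with CCl4 in NTC livers (camera, adjusted p = 1.31e-05). With the inter-gene correlation estimated from the data, neither CCl4 result stayed under 0.05 (adjusted p = 0.380 for the immune genes, range over the alternatives 3.80e-06 to 0.380, and 0.147 for the hepatocyte genes, range 1.18e-06 to 0.147). From the genes raised by both knockout and damage and the enrichment of immune pathways, the paper proposes that hepatocyte Bap1 knockout induces immune cell signatures like those of CCl4 damage.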

**Fig. 2.**
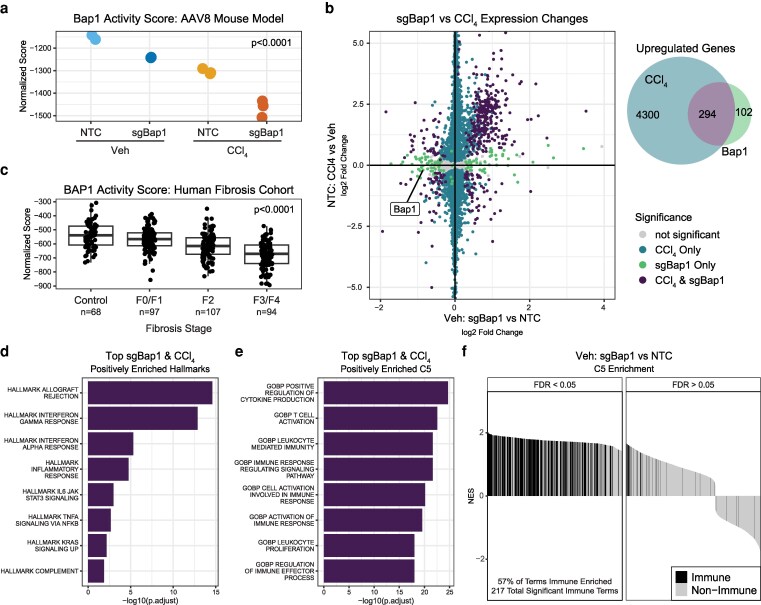
Transcriptional impact of Bap1 loss in liver. a) Bap1 activity score derived from bulk RNAseq across experimental mouse conditions. Statistical significance assessed by ANOVA test. b) Bap 1 activity score in a human fibrosis data set (GSE213621) stratified by fibrosis stage (68 control, 97 F0/F1, 107 F2, and 94 F3/F4). Statistical significance assessed by ANOVA test. c) Left, scatterplot of sgBap1-altered (Vehicle: sgBap1 vs NTC) and damage-altered (NTC: CCl_4_ vs Vehicle) bulk RNAseq log_2_ fold gene expression changes. Points are colored by significance level from DEseq2 (*P*adj < 0.5) and if shared between the two comparisons. Right, Venn diagram summarizing the overlap of upregulated genes between the two pairwise comparisons. Gene set enrichment analysis of shared sgBAP1 and CCl_4_ induced gene expression changes for d) Hallmarks and e) C5 gene sets. The top 8 enriched gene sets are shown ranked by –log_10_ (adjusted *P*-value). f) Waterfall plot of normalized enrichment scores (NES) from C5 GSEA performed on knockout specific (Veh: sgBap1 vs NTC) fold changes. Gene sets on the *x*-axis are ranked by decreasing NES. Black bars indicate gene sets containing immune related keywords.

### BAP1 loss alters the response to damage

We next evaluated how Bap1 knockout modulated the transcriptional response to liver damage. We identified 408 genes with a significant interaction between Bap1 loss and CCl_4_ treatment. 

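With edgeR's quasi-likelihood test, 0 of the 17015 tested genes had an interaction with an adjusted p under 0.05. The smallest adjusted p was 0.0694, and 90 genes were under 0.1. Before adjustment, 1764 genes had a p under 0.05, 611 with a larger and 1153 with a smaller log2 fold change with CCl4 in sgBap1 than in NTC livers. DESeq2's Wald test called 408 genes, 105 with a positive and 303 with a negative interaction, and all 408 are in the list of Supplementary Table 5A. In edgeR's test, 406 of these genes had an unadjusted p under 0.05 and 88 an adjusted p under 0.1. Adjusted over the list alone, 406 were under 0.05, but the list was chosen for its interaction in the same livers, so this count is no measure of stability. Leaving out each CCl4-treated mouse in turn gave 0 to 7 genes, and no test was made without a vehicle-treated mouse.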

Unsupervised clustering of these genes revealed 4 clusters with distinct patterns of expression (Fig. 3a).

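The 408 genes called by DESeq2's Wald test were clustered on DESeq2's normalized log-expression, centred on each gene's median, and the tree was split into 4 clusters. With Pearson distance and average linkage, all 408 genes fell in the cluster that Supplementary Table 5A gives them, and the clusters had 73, 181, 32 and 122 genes. With complete linkage 396 genes stayed in the matching cluster, and with Spearman distance 296. With Spearman distance, 7 of the 73 genes of cluster 1 stayed together in the matching cluster, against 139 of 181, 31 of 32 and 119 of 122 for clusters 2 to 4. The genes called by edgeR's quasi-likelihood test could not be clustered, since there were 0.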

**Fig. 3.**
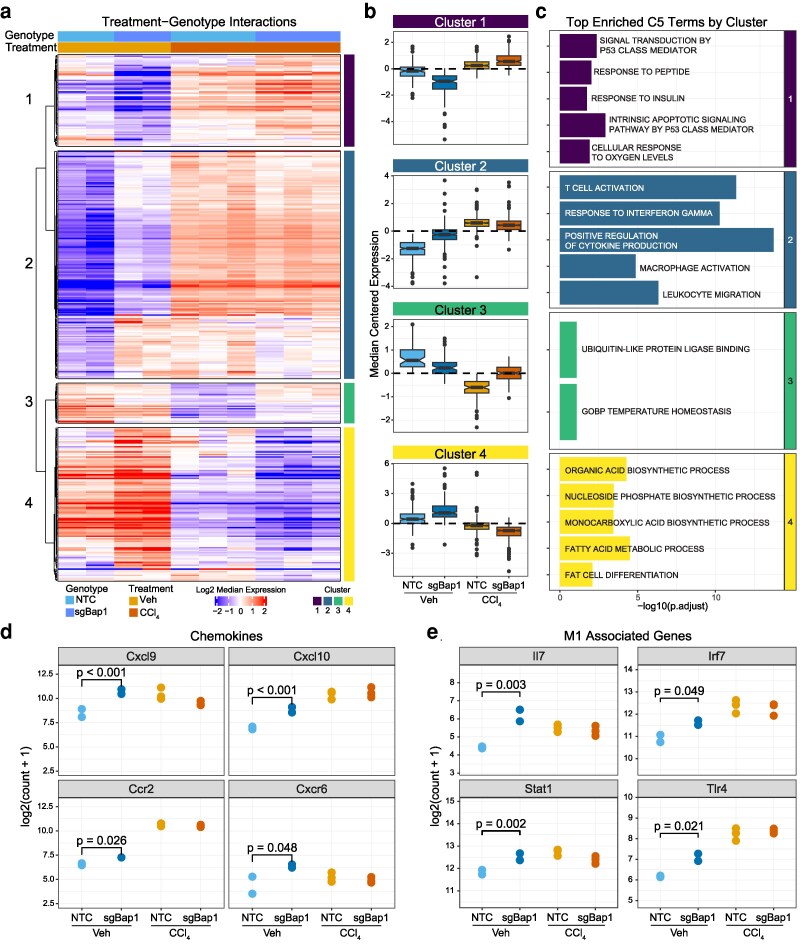
Bap1 alters transcriptional response to damage. a) Heatmap of median centered normalized Bulk RNAseq log-expression of genes with significant (*P* < 0.05) treatment-genotype interaction effects. Rows were hierarchically clustered using Pearson distance and average linkage and split into 4 clusters. b) Boxplots of median centered log-expression for genes in clusters identified in a). c) Top enriched MSigDB C5 ontology terms from clusters identified in A plotted by −log_10_ (adjusted *P*-value). d) Bulk RNAseq log_2_ normalized expression of chemokine and chemokine receptors. e) Bulk RNAseq log_2_ normalized expression of genes associated with M1 macrophage polarization.

Cluster 1 patterns showed genes with an overall upregulation of expression with CCl_4_ treatment but were markedly lower in sgBap1 vehicle-treated livers (Fig. 3b). 

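For each liver, log2 CPM were centred on each gene's median over the 10 livers and the median taken over the 73 genes of cluster 1. These medians averaged -0.28 ± 0.14 in NTC-Veh and -1.06 ± 0.01 in sgBap1-Veh (SD, n = 2 mice each), 0.05 ± 0.02 in NTC-CCl4 and 0.31 ± 0.06 in sgBap1-CCl4 livers (SD, n = 3 mice each). The median log2 fold change over these genes was -0.63 for sgBap1 against NTC with vehicle, where 73 of 73 genes were lower, and 0.28 with CCl4. It was 0.32 for CCl4 against vehicle in NTC livers and 1.48 in sgBap1 livers. The genes were chosen for their interaction in the same livers, and this choice alone favours large medians.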

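Cdkn1a (ENSMUSG00000023067.14, chromosome 17, 29090976 to 29100727) measured 34.2 ± 17.4 CPM in NTC-Veh and 13.4 ± 4.28 in sgBap1-Veh livers (SD, n = 2 each), and 84.9 ± 5.66 in NTC-CCl4 and 115 ± 3.25 in sgBap1-CCl4 livers (SD, n = 3 each). Its log2 fold change was -1.35 (SE 0.32, adjusted p = 0.123) for sgBap1 against NTC with vehicle, 1.31 (SE 0.29, adjusted p = 0.00485) for CCl4 in NTC livers and 3.10 (SE 0.32, adjusted p = 5.83e-05) for CCl4 in sgBap1 livers, with an interaction of 1.79 (SE 0.41, adjusted p = 0.143). Egr1 (ENSMUSG00000038418.7, chromosome 18, 34859823 to 34864984) measured 23.5 ± 5.53 CPM in NTC-Veh and 13.8 ± 4.88 in sgBap1-Veh livers (SD, n = 2 each), and 71.6 ± 12.0 in NTC-CCl4 and 138 ± 23.6 in sgBap1-CCl4 livers (SD, n = 3 each). The same comparisons gave -0.77 (SE 0.28, adjusted p = 0.292), 1.61 (SE 0.26, adjusted p = 0.000675) and 3.32 (SE 0.28, adjusted p = 1.41e-05), and an interaction of 1.72 (SE 0.35, adjusted p = 0.118). Mdm2 (ENSMUSG00000020184.15, chromosome 10, 117688875 to 117710758) measured 48.5 ± 3.26 CPM in NTC-Veh and 38.1 ± 2.22 in sgBap1-Veh livers (SD, n = 2 each), and 63.1 ± 0.958 in NTC-CCl4 and 81.5 ± 5.13 in sgBap1-CCl4 livers (SD, n = 3 each), with log2 fold changes of -0.35 (SE 0.09, adjusted p = 0.144), 0.38 (SE 0.09, adjusted p = 0.00376) and 1.10 (SE 0.09, adjusted p = 5.45e-06), and an interaction of 0.72 (SE 0.12, adjusted p = 0.0694). Myc (ENSMUSG00000022346.15, chromosome 15, 61985391 to 61990374) measured 10.0 ± 6.03 CPM in NTC-Veh and 3.84 ± 1.24 in sgBap1-Veh livers (SD, n = 2 each), and 21.8 ± 3.37 in NTC-CCl4 and 27.5 ± 3.80 in sgBap1-CCl4 livers (SD, n = 3 each), with log2 fold changes of -1.40 (SE 0.41, adjusted p = 0.198), 1.12 (SE 0.35, adjusted p = 0.0252) and 2.86 (SE 0.39, adjusted p = 0.000333), and an interaction of 1.74 (SE 0.50, adjusted p = 0.249). Under DESeq2's Wald test all 4 interactions were under 0.05, with adjusted p = 0.000576 for Cdkn1a (range over the alternatives 0.000576 to 0.293), 0.000207 for Egr1 (0.000207 to 0.200), 8.57e-05 for Mdm2 (8.57e-05 to 0.138) and 0.0133 for Myc (0.0133 to 0.484). Over the alternatives the adjusted p of the vehicle difference was 0.000662 to 0.472 for Cdkn1a and 0.0437 to 0.299 for Mdm2. It was 0.00745 to 0.448 for Myc and 0.0902 to 0.461 for Egr1, so of the 4 only Egr1 was called by none. With a mouse left out, the vehicle log2 fold change was -1.80 to -0.71 for Cdkn1a and -1.91 to -0.61 for Myc. That of Egr1 was -1.18 to -0.45 and that of Mdm2 -0.41 to -0.28. For CCl4 in NTC livers, these fits gave 0.87 to 1.95 for Cdkn1a and 0.61 to 1.92 for Myc. Egr1 had 1.39 to 1.87 and Mdm2 0.32 to 0.45. Cdkn1a overlaps AC167363.2 on the other strand.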

Cluster 1 was strongly enriched for genes in signal transduction, cell-cycle regulation, and stress responses including genes such as Cdkn1a, Egr1, Mdm2, Myc. Consistent with this, we observed an increase in ki67-positive hepatocytes after damage that was significantly reduced by Bap1 loss (*χ*^2^ with Yates correction *P* < 0.001) (Supplementary Fig. 2c).

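For the 181 genes of cluster 2, the per-liver medians of centred log2 CPM averaged -1.57 ± 0.26 in NTC-Veh and -0.54 ± 0.09 in sgBap1-Veh (SD, n = 2 each), 0.19 ± 0.09 in NTC-CCl4 and 0.07 ± 0.09 in sgBap1-CCl4 livers (SD, n = 3 each). The median log2 fold change was 1.00 for sgBap1 against NTC with vehicle, with all 181 genes higher, and -0.17 with CCl4, with 154 lower. For CCl4 against vehicle it was 1.83 in NTC and 0.63 in sgBap1 livers.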

Cluster 2 was defined by an immune-activated expression phenotype in sgBap1-Veh that was elevated compared with NTC but lower than the levels observed with CCl_4_ treatment. We observed marked enrichment for signatures related to cytokine signaling, adaptive and innate immune responses, interferon gamma pathway, and tumor necrosis factor pathway (Fig. 3c; Supplementary Table 5). 

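The 51 tested chemokines and chemokine receptors had a median log2 fold change of 0.60 in sgBap1-Veh against NTC-Veh livers (n = 2 mice each), with 41 higher and 8 lower (camera, adjusted p = 1.90e-07). With the inter-gene correlation estimated from the data, the adjusted p was 0.160 (range over the alternatives 2.00e-09 to 0.160). Adjusted over all genes, 0 of the 51 were changed, 7 were when adjusted over the 51 alone, and 11 had an unadjusted p under 0.05. In NTC livers, CCl4 gave a median of 1.82 (camera, adjusted p = 7.16e-07), with 36 genes changed, 30 of them higher. The median interaction of the 51 genes was -0.48, with 38 negative, 0 changed over all genes, 5 over the 51 alone and 8 unadjusted.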

We identified several chemokines associated with immune recruitment in the liver (Fig. 3d). 

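Cxcl9 (ENSMUSG00000029417.9, chromosome 5, 92321347 to 92328079) measured 8.82 ± 3.46 CPM in NTC-Veh and 39.5 ± 9.00 in sgBap1-Veh livers (SD, n = 2 each), and 34.6 ± 15.5 in NTC-CCl4 and 16.9 ± 2.74 in sgBap1-CCl4 livers (SD, n = 3 each). Its log2 fold change was 2.16 (SE 0.42, adjusted p = 0.0826) for sgBap1 against NTC with vehicle, -1.03 (SE 0.33, adjusted p = 0.229) with CCl4, 1.97 (SE 0.40, adjusted p = 0.00337) for CCl4 in NTC livers and -1.22 (SE 0.36, adjusted p = 0.0193) for CCl4 in sgBap1 livers. The interaction of Cxcl9 was -3.19 (SE 0.54, adjusted p = 0.0800). Cxcl10 (ENSMUSG00000034855.13, chromosome 5, 92346638 to 92348889) measured 2.91 ± 0.391 CPM in NTC-Veh and 10.8 ± 2.88 in sgBap1-Veh livers (SD, n = 2 each), and 32.5 ± 8.65 in NTC-CCl4 and 38.3 ± 14.3 in sgBap1-CCl4 livers (SD, n = 3 each) and overlaps Art3 on the other strand. For Cxcl10 the log2 fold change was 1.89 (SE 0.41, adjusted p = 0.104) for sgBap1 against NTC with vehicle and 3.48 (SE 0.41, adjusted p = 0.000142) for CCl4 in NTC livers, with an interaction of -1.65 (SE 0.51, adjusted p = 0.286). Both genes were called changed with vehicle by DESeq2's Wald test, with adjusted p = 1.44e-06 for Cxcl9 (range over the alternatives 1.44e-06 to 0.169) and 2.12e-05 for Cxcl10 (2.12e-05 to 0.216). Its adjusted p for the interaction was 4.52e-08 for Cxcl9 (4.52e-08 to 0.159) and 0.0137 for Cxcl10 (0.0137 to 0.557).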

For example, Cxcl9 and Cxcl10 are expressed by hepatocytes and recruit T cells (Marra and Tacke 2014; Cao et al. 2021). Ccr2 is a receptor associated with M1-polarized macrophages and monocyte infiltration and Cxcr6 is a natural killer T-cell receptor that responds to signals from Kupffer and sinusoidal cells (Marra and Tacke 2014; Cao et al. 2021). 

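Ccr2 (ENSMUSG00000049103.14, chromosome 9, 124101950 to 124113557) measured 2.23 ± 0.222 CPM in NTC-Veh and 3.61 ± 0.0284 in sgBap1-Veh livers (SD, n = 2 each), and 36.7 ± 4.15 in NTC-CCl4 and 34.5 ± 2.78 in sgBap1-CCl4 livers (SD, n = 3 each). The log2 fold change of sgBap1 against NTC with vehicle was 0.70 (SE 0.15, adjusted p = 0.0817) and that of CCl4 in NTC livers 4.04 (SE 0.14, adjusted p = 1.55e-07), with an interaction of -0.79 (SE 0.18, adjusted p = 0.130). Of its stretches of 50 bases, 1.91% are shared. Cxcr6 (ENSMUSG00000048521.8, chromosome 9, 123806475 to 123811760), which overlaps Fyco1 on the other strand, measured 0.574 ± 0.459 CPM in NTC-Veh and 1.95 ± 0.324 in sgBap1-Veh livers (SD, n = 2 each), and 0.892 ± 0.306 in NTC-CCl4 and 0.7002 ± 0.152 in sgBap1-CCl4 livers (SD, n = 3 each). For Cxcr6 the log2 fold change was 1.77 (SE 0.48, adjusted p = 0.145) for sgBap1 with vehicle and 0.60 (SE 0.48, adjusted p = 0.316) for CCl4 in NTC livers, with an interaction of -2.10 (SE 0.61, adjusted p = 0.230). DESeq2's Wald test called the vehicle difference of both, with adjusted p = 0.0259 for Ccr2 (range over the alternatives 0.0259 to 0.348) and 0.0474 for Cxcr6 (0.0474 to 0.303). It called the interaction of Ccr2, with 0.0415 (0.0415 to 0.180), and not that of Cxcr6, with 0.0978 (0.0978 to 0.269).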

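Cxcl9, Cxcl10, Ccr2, Cxcr6, Il7, Irf7 and Tlr4 were all higher on average in sgBap1-Veh than in NTC-Veh livers (n = 2 mice each), with a median log2 fold change of 1.77. Adjusted over all genes, 0 of the 7 were changed, and 7 had an unadjusted p under 0.05. Adjusted over the 7 alone, 7 were, though the paper chose them in the same livers, so that this count shows no stability. In sgBap1-CCl4 against NTC-CCl4 livers (n = 3 each) the median was -0.11, with 2 of the 7 higher.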

Vehicle-treated sgBap1 livers had elevated expression of genes characteristic of a pro-inflammatory M1 macrophage phenotype. For example, Il7, Irf7, Stat1, and Tlr4 were upregulated to levels comparable with those observed in CCl_4_ treatment (Fig. 3e). However, there was no similar increase in anti-inflammatory M2 macrophage genes Fn1, Msr1, Tgfbr2, or Stat6 (Supplementary Fig. 3). 

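Il7 (ENSMUSG00000040329.14, chromosome 3, 7569994 to 7613760) measured 0.481 ± 0.0254 CPM in NTC-Veh and 1.72 ± 0.531 in sgBap1-Veh livers (SD, n = 2 each), and 1.04 ± 0.155 in NTC-CCl4 and 0.937 ± 0.183 in sgBap1-CCl4 livers (SD, n = 3 each). Il7 overlaps Gm16685 on the other strand. The gene had a log2 fold change of 1.81 (SE 0.35, adjusted p = 0.0584) for sgBap1 against NTC with vehicle and 1.12 (SE 0.33, adjusted p = 0.0158) for CCl4 in NTC livers. Irf7 (ENSMUSG00000025498.15, chromosome 7, 141262706 to 141266481) measured 45.5 ± 7.26 CPM in NTC-Veh and 73.8 ± 7.04 in sgBap1-Veh livers (SD, n = 2 each), and 126 ± 25.8 in NTC-CCl4 and 117 ± 21.6 in sgBap1-CCl4 livers (SD, n = 3 each). It overlaps Phrf1 on the other strand, and the same comparisons gave 0.70 (SE 0.22, adjusted p = 0.218) and 1.47 (SE 0.21, adjusted p = 0.000256). Tlr4 (ENSMUSG00000039005.13, chromosome 4, 66827584 to 66930284) measured 1.68 ± 0.0598 CPM in NTC-Veh and 3.21 ± 0.565 in sgBap1-Veh livers (SD, n = 2 each), and 7.13 ± 1.46 in NTC-CCl4 and 7.76 ± 0.650 in sgBap1-CCl4 livers (SD, n = 3 each). The log2 fold changes were 0.95 (SE 0.24, adjusted p = 0.127) and 2.08 (SE 0.22, adjusted p = 2.68e-05). The vehicle differences of these 3 genes were called by DESeq2's Wald test, with adjusted p = 0.00281 for Il7 (range over the alternatives 0.00281 to 0.174), 0.048995 for Irf7 (0.048995 to 0.349) and 0.0214 for Tlr4 (0.0214 to 0.272).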

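Fn1 (ENSMUSG00000026193.15, chromosome 1, 71585520 to 71653200) measured 2632 ± 64.7 CPM in NTC-Veh and 2235 ± 21.7 in sgBap1-Veh livers (SD, n = 2 each), and 2911 ± 126 in NTC-CCl4 and 2509 ± 332 in sgBap1-CCl4 livers (SD, n = 3 each). The log2 fold change of Fn1 was -0.24 (SE 0.16, adjusted p = 0.631) for sgBap1 against NTC with vehicle and 0.15 (SE 0.15, adjusted p = 0.427) for CCl4 in NTC livers. Msr1 (ENSMUSG00000025044.16, chromosome 8, 39581685 to 39642673) measured 13.9 ± 3.13 CPM in NTC-Veh and 17.7 ± 4.76 in sgBap1-Veh livers (SD, n = 2 each), and 102 ± 22.6 in NTC-CCl4 and 92.8 ± 18.7 in sgBap1-CCl4 livers (SD, n = 3 each). For Msr1 these were 0.36 (SE 0.28, adjusted p = 0.692) and 2.87 (SE 0.28, adjusted p = 3.17e-05). Tgfbr2 (ENSMUSG00000032440.13, chromosome 9, 116084293 to 116175360) measured 23.7 ± 2.27 CPM in NTC-Veh and 27.2 ± 4.98 in sgBap1-Veh livers (SD, n = 2 each), and 50.2 ± 1.81 in NTC-CCl4 and 55.1 ± 10.2 in sgBap1-CCl4 livers (SD, n = 3 each). They were 0.19 (SE 0.17, adjusted p = 0.735) and 1.08 (SE 0.16, adjusted p = 0.000259). Stat6 (ENSMUSG00000002147.18, chromosome 10, 127642986 to 127660957) measured 70.7 ± 2.40 CPM in NTC-Veh and 69.6 ± 0.480 in sgBap1-Veh livers (SD, n = 2 each), and 65.1 ± 3.31 in NTC-CCl4 and 64.7 ± 2.99 in sgBap1-CCl4 livers (SD, n = 3 each). Its values were -0.02 (SE 0.09, adjusted p = 0.961) and -0.12 (SE 0.08, adjusted p = 0.225). Fn1 overlaps Apol7d, and Stat6 overlaps Nab2, on the other strand.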

While we cannot conclusively state that macrophages are the source cell for this signature, these data suggest that Bap1 loss potentiates a pro-inflammatory environment in livers that potentially involves the activation and recruitment of M1 macrophages.

Cluster 3 was enriched by a small number of transcriptional regulators, including the critical hepatocyte transcriptional regulators Cebpb and Foxo1, which play a role in lipid and glucose metabolism (Wang et al. 2005; Tikhanovich et al. 2013). 

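The 32 genes of cluster 3 had per-liver medians of centred log2 CPM that averaged 0.51 ± 0.11 in NTC-Veh and 0.13 ± 0.03 in sgBap1-Veh (SD, n = 2 each), -0.60 ± 0.04 in NTC-CCl4 and 0.01 ± 0.02 in sgBap1-CCl4 livers (SD, n = 3 each). Their median log2 fold change was -1.17 for CCl4 in NTC livers, with 32 of 32 lower, and -0.06 in sgBap1 livers. For sgBap1 against NTC it was -0.27 with vehicle, with 28 lower, and 0.68 with CCl4, with 31 higher.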

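Cebpb (ENSMUSG00000056501.3, chromosome 2, 167688915 to 167690418) measured 67.6 ± 18.9 CPM in NTC-Veh and 54.0 ± 12.1 in sgBap1-Veh livers (SD, n = 2 each), and 38.1 ± 7.93 in NTC-CCl4 and 64.7 ± 0.666 in sgBap1-CCl4 livers (SD, n = 3 each). For CCl4 in NTC livers Cebpb had a log2 fold change of -0.83 (SE 0.20, adjusted p = 0.00679). For sgBap1 against NTC it had -0.32 (SE 0.23, adjusted p = 0.655) with vehicle and 0.76 (SE 0.19, adjusted p = 0.120) with CCl4. The last difference was called by DESeq2's Wald test (adjusted p = 0.00560, range over the alternatives 0.00560 to 0.194). Foxo1 (ENSMUSG00000044167.6, chromosome 3, 52268336 to 52353221) measured 48.2 ± 8.64 CPM in NTC-Veh and 45.2 ± 2.08 in sgBap1-Veh livers (SD, n = 2 each), and 29.0 ± 3.55 in NTC-CCl4 and 52.7 ± 1.86 in sgBap1-CCl4 livers (SD, n = 3 each). The values of Foxo1 were -0.73 (SE 0.12, adjusted p = 0.000601) for CCl4 in NTC livers, and -0.09 (SE 0.14, adjusted p = 0.865) with vehicle and 0.86 (SE 0.11, adjusted p = 0.0189) with CCl4 for sgBap1 against NTC. Cebpb overlaps Tmem189 and Foxo1 overlaps Gm20402 on the other strand, and Foxo1 also overlaps Gm38034 on its own.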

The expression level of these genes was reduced with damage and sgBap1 relative to the NTC. Taken with cluster 1, these results suggest that Bap1 loss impairs hepatocyte maintenance and transcriptional regulation similar to observed changes with liver damage.

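In cluster 4 (122 genes), the per-liver medians of centred log2 CPM averaged 0.51 ± 0.14 in NTC-Veh and 1.30 ± 0.08 in sgBap1-Veh (SD, n = 2 each), -0.03 ± 0.04 in NTC-CCl4 and -0.43 ± 0.15 in sgBap1-CCl4 livers (SD, n = 3 each). Of the 122 genes, 120 were higher in sgBap1-Veh than in NTC-Veh livers, with a median log2 fold change of 0.57, and 114 were lower in sgBap1-CCl4 than in NTC-CCl4 livers, with -0.47. CCl4 gave a median of -0.57 in NTC and -1.95 in sgBap1 livers.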

Cluster 4 was characterized by genes with higher expression in vehicle-treated sgBap1 mice. This cluster was enriched with terms related to fatty acid, nucleoside, and organic acid metabolism. These terms were defined by genes known to regulate and alter the lipid profile of the liver. One example, Srebf1, a transcription factor that controls hepatic lipogenesis, is upregulated in the context of NAFLD/MASLD (Im et al. 2011; Li et al. 2023). Furthermore, downstream targets of Srebf1 such as Acly and Elovl6 were upregulated, both of which are involved in lipogenesis (Supplementary Table 3; Horton et al. 2003).

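Srebf1 (ENSMUSG00000020538.15, chromosome 11, 60199089 to 60222581) measured 345 ± 6.94 CPM in NTC-Veh and 646 ± 27.0 in sgBap1-Veh livers (SD, n = 2 each), and 164 ± 30.6 in NTC-CCl4 and 149.9 ± 11.4 in sgBap1-CCl4 livers (SD, n = 3 each). The log2 fold change of sgBap1 against NTC with vehicle was 0.90 (SE 0.16, adjusted p = 0.0487), and over the alternatives its adjusted p was 6.42e-06 to 0.0891. Srebf1 overlaps Rai1 on the other strand.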

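Acly (ENSMUSG00000020917.17, chromosome 11, 100476353 to 100528000) measured 399 ± 81.9 CPM in NTC-Veh and 970.5 ± 33.9 in sgBap1-Veh livers (SD, n = 2 each), and 233 ± 15.6 in NTC-CCl4 and 226 ± 5.63 in sgBap1-CCl4 livers (SD, n = 3 each). For sgBap1 against NTC with vehicle it had a log2 fold change of 1.28 (SE 0.15, adjusted p = 0.0191). Elovl6 (ENSMUSG00000041220.10, chromosome 3, 129532355 to 129638495) measured 159.6 ± 42.2 CPM in NTC-Veh and 402 ± 106 in sgBap1-Veh livers (SD, n = 2 each), and 42.3 ± 7.93 in NTC-CCl4 and 35.5 ± 9.91 in sgBap1-CCl4 livers (SD, n = 3 each). Here the log2 fold change was 1.33 (SE 0.30, adjusted p = 0.100), and DESeq2's Wald test called it (adjusted p = 0.000336, range over the alternatives 0.000336 to 0.203). Elovl6 shares 3.98% of its stretches of 50 bases with other genes and overlaps Gm43072 on its own strand and Gm35986 on the other.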

These data demonstrate the loss of Bap1 impacts the transcriptional response to damage. 

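In CCl4-treated livers, 56 genes were changed in sgBap1 against NTC mice (n = 3 each), 34 higher and 22 lower. The smallest adjusted p was 0.00287, and 2376 genes had an unadjusted p under 0.05. DESeq2's Wald test called 481 genes, 201 higher and 280 lower, including all 56 of these, and leaving out each mouse gave 1 to 71. Of the 56 genes, 3 were also changed with vehicle, namely Bap1, Bcl6 and Tmc7, and 2 of these in the same direction. With 2 and 3 mice per group, genes called in only one treatment are not shown to respond differently, for which the interaction is the test. By the rule used for the vehicle comparison, the 5 genes with the largest log2 fold changes were as follows, as mean ± SD from NTC-CCl4 to sgBap1-CCl4 livers. Gm8818 (ENSMUSG00000079138.3, chromosome 1, 153305432 to 153306478) rose from 1.66 ± 0.844 to 8.40 ± 2.38 CPM, a log2 fold change of 2.33 (SE 0.33, adjusted p = 0.0188). Nxpe2 (ENSMUSG00000032028.15, chromosome 9, 48318006 to 48353454) fell from 7.63 ± 0.659 to 2.12 ± 1.04 CPM, with -1.87 (SE 0.29, adjusted p = 0.0445). Lrtm1 (ENSMUSG00000045776.3, chromosome 14, 29018208 to 29033645) fell from 2.45 ± 0.989 to 0.679 ± 0.0360 CPM, with -1.86 (SE 0.28, adjusted p = 0.0322). Gm5096 (ENSMUSG00000069324.6, chromosome 18, 87756286 to 87758151) fell from 14.8 ± 3.14 to 4.69 ± 0.508 CPM, with -1.66 (SE 0.21, adjusted p = 0.02104). Gm15889 (ENSMUSG00000089712.2, chromosome 8, 94377872 to 94380317) rose from 1.06 ± 0.335 to 3.16 ± 0.794 CPM, with 1.57 (SE 0.25, adjusted p = 0.0353). Gm8818 and Gm5096 are uncertain, because 22.9% and 80.5% of their stretches of 50 bases are shared, the latter most with Bhmt. On the other strand, Gm8818 overlaps Lamc1, Nxpe2 overlaps Nxpe4, Lrtm1 overlaps Cacna2d3 and Gm15889 overlaps Gm15890.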

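CCl4 against vehicle changed 9700 genes in sgBap1 livers (n = 3 against 2 mice), 4942 higher and 4758 lower, with 8767 to 9599 genes when any mouse but the 2 of sgBap1-Veh was left out. With scaling by library size alone, 78.3% of 11002 changed genes were higher, against 50.9% with TMM. The 5 genes with the largest log2 fold changes had a group at or under 3 counts, so that CPM are given alone, from sgBap1-Veh to sgBap1-CCl4 livers (mean ± SD). Cyp3a41b went from 77.7 ± 13.6 to 0 ± 0 CPM, Gm13775 from 23.9 ± 15.7 to 0 ± 0 CPM, and Cyp3a16 (ENSMUSG00000038656.5, chromosome 5, 145436309 to 145469723) from 23.2 ± 14.4 to 0.0171 ± 0.0296 CPM. Fosl1 (ENSMUSG00000024912.6, chromosome 19, 5447547 to 5455946), which overlaps Ccdc85b on the other strand, went from 0 ± 0 to 11.2 ± 2.75 CPM, and Ptprn (ENSMUSG00000026204.15, chromosome 1, 75247027 to 75264502), which overlaps Gm28294, from 0 ± 0 to 5.00 ± 1.65 CPM. Cyp3a16 shares 10.7% of its stretches of 50 bases, most with Cyp3a11, and is uncertain.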

Key pathways such as cell-cycle regulation, lipogenesis, and inflammation were all altered by the loss of Bap1. 

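Of the 23 genes that the paper names for bulk RNA-seq, 3 were changed in sgBap1-Veh against NTC-Veh livers when adjusted over all genes, namely Bap1, Srebf1 and Acly. Adjusted over the 23 alone, 17 were. For the interaction, 0 of the 23 had an adjusted p under 0.05 over all genes, 18 over the 23 alone and 18 had an unadjusted p under 0.05. Most of the 23 were named from these livers, so neither count over the 23 alone shows stability. In CCl4-treated livers, 2 were changed in sgBap1 against NTC mice, Bap1 and Foxo1.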

Immune cell signatures were dominant the changes, therefore, we further looked to see if these gene signature shifts were associated with altered cell type composition of the liver.

### BAP1 loss alters the cell composition of the liver

To further characterize the changes in cell type composition, we performed subcellular spatial transcriptomics on another cohort of 7 livers for 100 genes associated with hepatic cell types, differentiation, and proliferation on the Resolve Biosciences platform (Fig. 4a; Supplementary Table 8). After cell segmentation, we annotated cell types using a liver cell atlas (Meyer et al. 2024). Of the 17 cell types in the atlas, we were able to confidently call 8 cell types with at least 100 cells per type (Fig. 4b). sgBap1 livers had an increase in Kupffer cells, conventional dendritic cells (cDCs), and T cells (Fig. 4b). Following damage, the increase of Kupffer cells, monocyte-derived cells, cDCs, and T-cells observed in NTC livers was blunted by sgBap1. The cell type labels were applied back to the *xy* coordinates to evaluate spatial patterns (Fig. 4c). The increase in immune cells observed in sgBap1 maintained a uniformly distributed pattern. However, upon damage, sgBap1 did not show the same influx of immune cells to damaged areas as the sgNTC livers did, despite similar levels of Cps1 expression and ki67-positive cell numbers increased (Supplementary Fig. 2a to c).

**Fig. 4.**
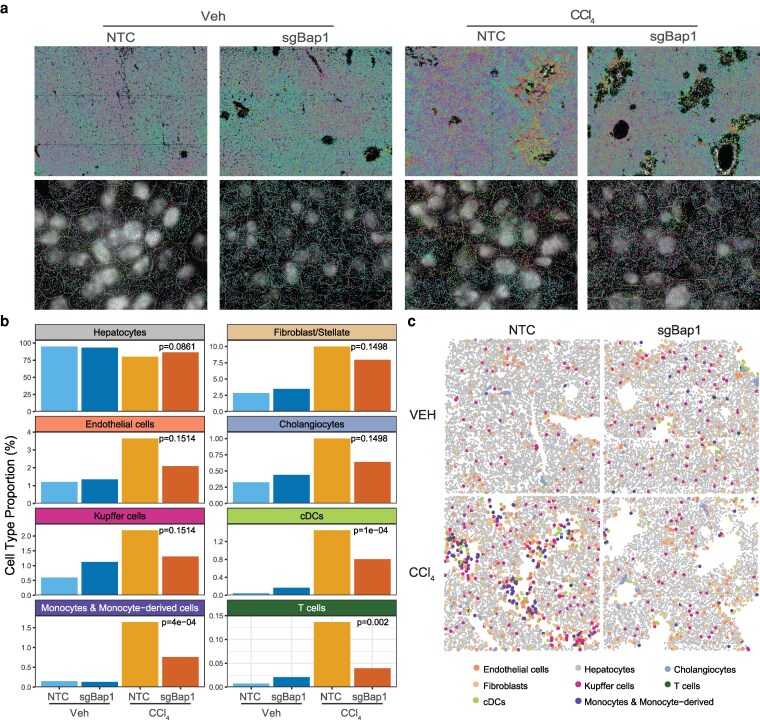
Bap1 loss in hepatocytes alters cell populations and recruitment. a) Representative images from Resolve Biosciences spatial transcriptomics for all experimental conditions. Top, visualization of 100 smFISH probes; Bottom, cell segmentation overlayed on DAPI stained images with smFISH probes. b) Proportion of putative cell types per experimental condition. Spatial transcriptomics data was segmented to a cell level and cell type labels were annotated with RCTD. Variation in cell populations was assessed by ANOVA. c) Representative reimaged spatial patterning of segmented cells colored by annotated cell type.

Given that Kupffer cells, the liver's resident macrophage, were prominently altered in both the spatial and bulk RNA data, we sought to validate these findings histologically using the macrophage marker F4/80. We observed similar trends, showing an increased staining and density of F4/80 in sgBap1 livers but still retained a dispersed spatial patterning as in the NTC livers (Fig. 5a). After damage, NTC livers drastically increased staining for F4/80 and the cells clustered near damage around central veins with staining appearing more diffuse (Fig. 5a). However, in sgBap1 livers, the response to damage was less robust with less intense staining and reduced recruitment to areas of damage. The visual changes were confirmed with the semi-quantitative *H*-score, which was increased in sgBap1 livers with Veh, but displayed a muted and altered response with CCl_4_ treatment (Fig. 5b). These data were consistent with bulk RNA-seq expression levels for Adgre1, the gene encoding F4/80 (Fig. 5c). 

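Adgre1 (ENSMUSG00000004730.15, chromosome 17, 57358691 to 57483527) measured 9.61 ± 2.04 CPM in NTC-Veh and 21.4 ± 3.18 in sgBap1-Veh livers (SD, n = 2 each), and 34.7 ± 12.1 in NTC-CCl4 and 29.1 ± 7.03 in sgBap1-CCl4 livers (SD, n = 3 each). Its log2 fold change was 1.16 (SE 0.33, adjusted p = 0.186) for sgBap1 against NTC with vehicle, 1.85 (SE 0.31, adjusted p = 0.00107) for CCl4 in NTC livers and 0.44 (SE 0.29, adjusted p = 0.227) for CCl4 in sgBap1 livers. The interaction was -1.40 (SE 0.42, adjusted p = 0.258). Of the alternatives, DESeq2's Wald test called the vehicle difference (adjusted p = 0.00897, range over the alternatives 0.00897 to 0.360) and the interaction (adjusted p = 0.0205, range 0.0205 to 0.505).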

We also noted minor differences in T cells (CD3+ cells) with a slight increase in IHC staining in both sgBap1 conditions (Supplementary Fig. 4c).

**Fig. 5.**
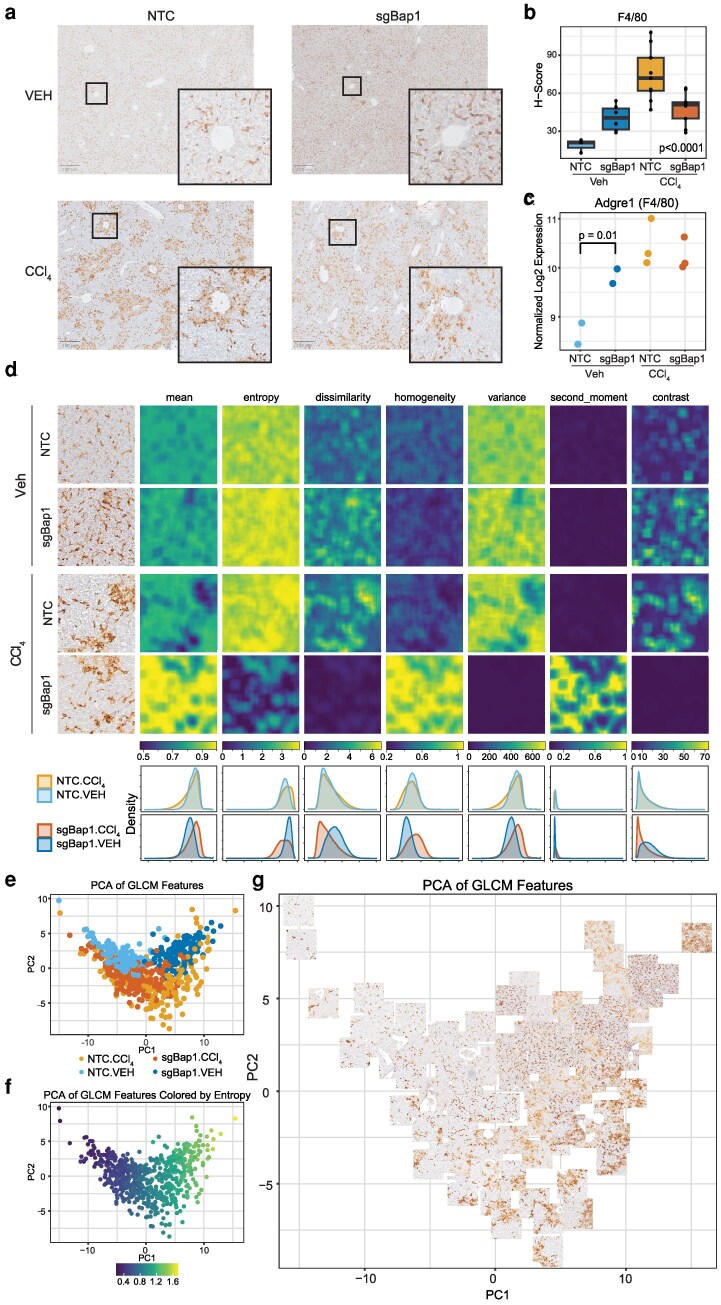
Altered macrophage spatial patterning with Bap1 loss. a) Representative F4/80-stained images of all experimental conditions. Image inlay of magnified area around a central vein. b) *H*-score of F4/80 immunohistochemical stain. Statistical significance was assessed with one way ANOVA. c) Bulk RNAseq log_2_ normalized gene expression of Adgre1 (F4/80). d) Image-based texture analysis using gray level co-occurrence matrix analysis (GLCM) on F4/80 IHC images. Representative tiles of all 4 experimental conditions for 7 GLCM features—mean, entropy, dissimilarity, homogeneity, variance, second moment, and contrast. Bottom, distributions of all pixel values for each filter colored by condition. Principal component analysis (PCA) of tile level GLCM summary statistics colored by e) condition, f) GLCM entropy value, or g) subset of tile-level representations.

We used image-based texture analysis (GLCM) to statistically quantify and summarize spatial patterns of F4/80 staining and other visible changes in tissue architecture (Haralick et al. 1973; Zvoleff 2020). We analyzed 7 GLCM pixel level texture features (Supplementary Fig. 5) and summarized at a tile level. These features quantify how pixel intensities are distributed and related across an image, capturing overall signal intensity (mean), variability (variance), the degree of pixel intensity differences (contrast and dissimilarity), the uniformity of pixels (homogeneity and angular second moment), and the randomness or complexity of texture (entropy). These features identified differences both with sgBap1 and CCl_4_ treatment (Fig. 5d). NTC liver tiles had high entropy and variance features defining the dispersion of F4/80 stain cells across tissues. In sgBap1, we noted increased entropy, dissimilarity, and contrast and decreased homogeneity and variance suggesting a shift toward a more complex, heterogeneous, and less uniform texture (Fig. 5d). With CCl_4_ damage, sgBap1 tissues showed dramatic differences in texture patterns for features. We plotted summary metrics of each feature for each tile using PCA and found separation of image tiles by both sgBap1 and CCl_4_ status (Fig. 5e; Supplementary Table 10). The PCA loadings provided insights into key features driving the clustering (Supplementary Figs. 6 and 7; Supplementary Table 11). The first PC was driven by features indicative of cell number, while PC2 was driven by features of variation (Fig. 5f; Supplementary Fig. 6). For a more interpretable visualization, we plotted a subset of the points using their tile image (Fig. 5g). While the sgBap1 tiles show clear increase in F4/80 stain similar to treated samples, upon damage sgBap1 tissues show altered macrophage recruitment with lower diffuseness. We evaluated the location of the F4/80 stain aggregation by estimating the *H*-score at local regions around central veins (zone 3) and portal veins (zone 1). The F4/80 enrichment was specific to the central vein where CCl_4_ predominantly causes damage (*P* = 0.00046) with no differences observed surrounding portal veins (*P* = 0.49; Supplementary Fig. 8). Together, these data suggest that a modest increase in macrophages occurs in undamaged sgBap1 livers, but that macrophage recruitment to zone 3 damage is altered by Bap1 loss in hepatocytes. Moreover, this analysis highlights the impact of quantitative assessment of spatial patterns which can reveal more detailed insights into how loss of Bap1 impacts the spatial distribution of macrophages.

## Discussion

Germline loss of BAP1 leads to a tumor predisposition syndrome and somatic mutations of BAP1 are common in primary liver cancer, uveal melanoma, and mesothelioma (Harbour et al. 2010; Rai et al. 2016; Cheung et al. 2017; Sturgill et al. 2024). However, few studies have interrogated the function of BAP1 outside of cancer. We sought to define the role of BAP1 in normal liver cells and to determine if these changes contribute to a role for Bap1 as a potential early driver for liver disease and later cancer risk. The activation of hepatic stellate cells by damaged hepatocytes is a key initial driver of the liver damage response, and dysfunction of this interaction can lead to maladaptive repair and fibrosis (Seki et al. 2015; Kamm and McCommis et al. 2022). Therefore, we investigated Bap1's role in normal hepatocytes and how it contributes in response to acute liver damage. We depleted Bap1 specifically in hepatocytes using CRISPR/CAS9 which led to increased inflammation and altered recruitment of immune cells in the uninjured liver.

These data suggest that Bap1 depletion in hepatocytes on its own activates an inflammatory response that mimics changes seen after liver injury. Notably, similar “pre-injured” states were found in the histology data with changes to macrophage localization and steatosis. The link between Bap1 loss and an immune response has been observed in several prior studies (Figueiredo et al. 2020; Zhang and Wu 2023; Camp et al. 2024; Chang et al. 2024; Liang et al. 2024; Radhakrishnan et al. 2024; Zhang et al. 2025). For example, in renal cell carcinoma, putative loss of function mutations in BAP1 are associated with increased chromatin accessibility at genes associated with inflammatory response and nuclear factor kappa-light-chain-enhancer of activated B cells (NF-kB) signaling and in colorectal cancer cell lines, loss of BAP1 lead to increased chemokine expression associated with immune cell recruitment (Camp et al. 2024; Chang et al. 2024). However, Bap1 loss does not lead to a consistent directionality of that immune response across different tissues. For example, in uveal melanoma, loss of BAP1 leads to an immunosuppressive environment by disrupting NF-kB signaling, while in mesothelioma BAP1, loss is associated with interferon alpha and gamma and in increase inflammatory response (Figueiredo et al. 2020; Zhang and Wu 2023). Our data support Bap1 loss as an inducer of an inflammatory response in the liver and many of these inflammatory signatures were also upregulated in normal livers in response to damage. We noted an increase in chemokine expression in sgBap1 livers which are potentially acting as recruiters for the increased immune cells we observed. 

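Inflammasome genes were taken as 13 sensors, adaptors, caspases and cytokines fixed beforehand and 5 from the inflammasome terms of Supplementary Tables 4B and 5B, and all 18 were tested. In sgBap1-Veh against NTC-Veh livers (n = 2 mice each), 17 of the 18 were higher on average, with a median log2 fold change of 0.87. Adjusted over all genes, 0 were changed. Adjusted over the 18 alone, 12 were, and 13 had an unadjusted p under 0.05. Among them, Aim2 (ENSMUSG00000037860.15, chromosome 1, 173350879 to 173466040) had 0.96 (SE 0.20, adjusted p = 0.0759), Casp1 (ENSMUSG00000025888.5, chromosome 9, 5298517 to 5307265) had 0.92 (SE 0.22, adjusted p = 0.108) and Gbp5 (ENSMUSG00000105504.4, chromosome 3, 142493978 to 142522344) had 1.31 (SE 0.26, adjusted p = 0.0623). Nlrp3 (ENSMUSG00000032691.14, chromosome 11, 59541568 to 59566956) had a log2 fold change of 0.67 (SE 0.26, adjusted p = 0.331) and Il1b (ENSMUSG00000027398.13, chromosome 2, 129364570 to 129371139) of 0.77 (SE 0.49, adjusted p = 0.603). Aim2 was called by DESeq2's Wald test (adjusted p = 0.00850, range over the alternatives 0.00850 to 0.254), as were Casp1 (0.0124, range 0.0124 to 0.253) and Gbp5 (0.000715, range 0.000715 to 0.113), but not Nlrp3 (0.257, range 0.257 to 0.518) or Il1b (0.514, range 0.514 to 0.894). CCl4 in NTC livers gave a median of 1.43, with all 18 genes changed and 16 of these higher. With CCl4, sgBap1 against NTC livers (n = 3 each) had a median of -0.13, with 5 higher. The median interaction was -0.89, with all 18 negative, 0 changed over all genes, 11 over the 18 alone and 12 unadjusted. The 5 genes from the supplement are the paper's own calls in these livers and show no stability. Naip2, Naip5 and Naip6 share 19.1%, 36.8% and 21.5% of their stretches of 50 bases with other genes and are uncertain, and Aim2 overlaps Cadm3 and Il1b overlaps Il1bos on the other strand.

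**Figure D2:**
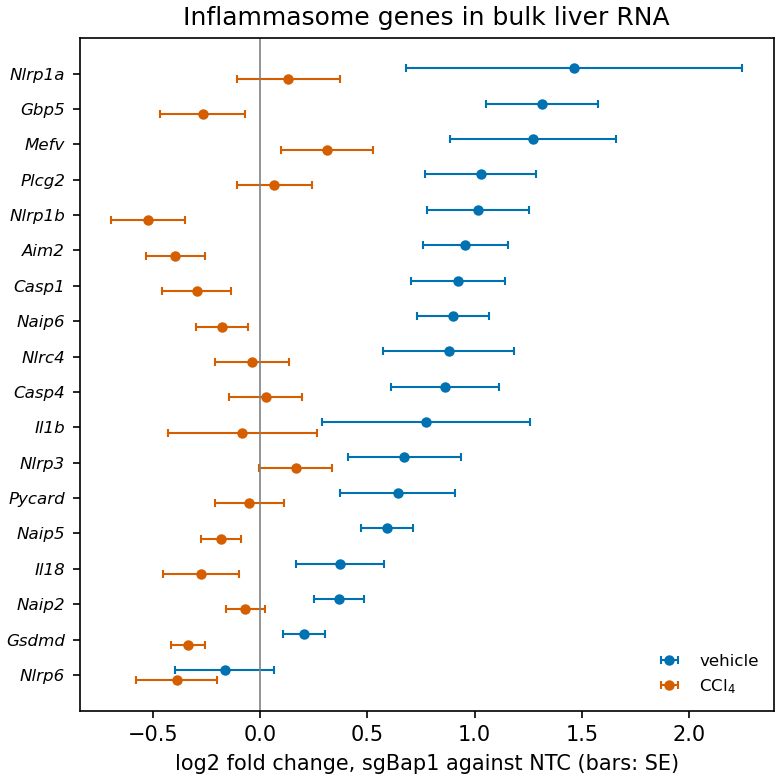
Log2 fold changes of sgBap1 against NTC livers for the 18 inflammasome genes, with vehicle (blue, n = 2 mice per group) and with CCl4 (orange, n = 3 mice per group). Bars show the SE.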

There was also increased expression of genes involved in the inflammasome potentially reflecting a primed proinflammatory milieu driven by Bap1 loss in hepatocytes. However, the gene expression changes we observed in bulk RNA-seq data could be due to direct changes in hepatocytes or effects from other cells in the liver or changes in proportion of those cells.

Paradoxically, the transcriptional and immune cell response to damage of Bap1-depleted livers was blunted compared to wild-type livers. 

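The log2 fold changes of CCl4 against vehicle in sgBap1 livers regressed on those in NTC livers (n = 3 against 2 mice each) had a slope of 0.87 over the 17015 tested genes. Their Pearson correlation was 0.83 and their Spearman correlation 0.86. A slope under 1 also arises from measurement error in the NTC values alone. Testing every gene with a count, without a filter, moved the slope most, to 0.55, and leaving out each mouse gave 0.70 to 0.90. Of the 4659 genes raised by CCl4 in NTC livers, 4539 changed in the same direction in sgBap1 livers, 1885 (40.5%) with a larger log2 fold change than in NTC livers. Of the 4519 lowered genes, 4456 changed in the same direction and 2469 (54.6%) had a larger one. Genes picked for their change in NTC livers have NTC log2 fold changes that are too large on average, which lowers these percentages.

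**Figure D3:**
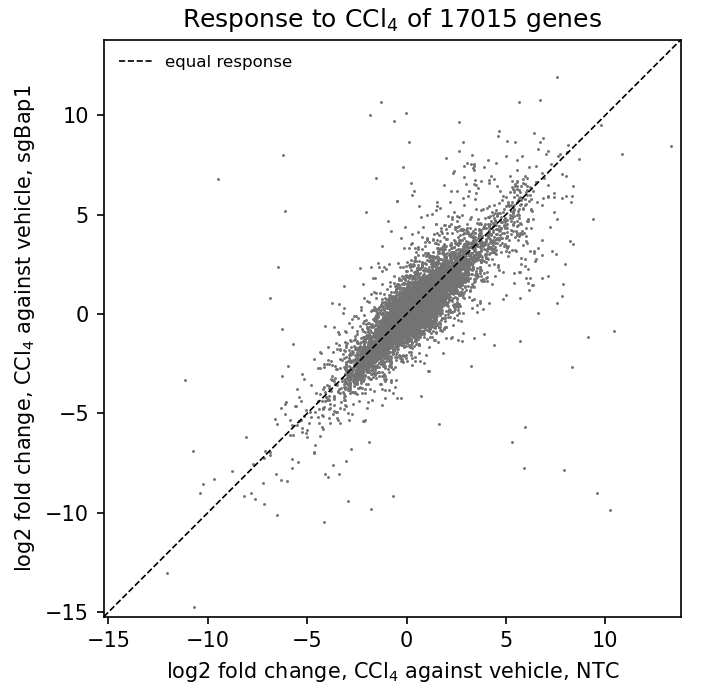
Log2 fold changes of CCl4 against vehicle in NTC livers (horizontal axis) and in sgBap1 livers (vertical axis) for 17015 genes, with n = 3 CCl4-treated and n = 2 vehicle-treated mice per genotype. The dashed line marks equal responses.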

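In sgBap1 livers, CCl4 changed the 29 immune genes of Supplementary Table 8 by a median log2 fold change of 0.29 (camera, adjusted p = 0.0587), with 12 genes changed, 9 of them higher. In NTC livers 15 were higher. The median interaction of the 29 genes was -0.80, with 23 negative. Adjusted over all genes 0 had an interaction with an adjusted p under 0.05, 2 over the 29 alone, and 14 had an unadjusted p under 0.05. In CCl4-treated livers (n = 3 each) the immune genes had a median log2 fold change of sgBap1 against NTC of -0.02 (camera, adjusted p = 0.545). Without the filter the camera test of the CCl4 response in sgBap1 livers passed 0.05 (adjusted p = 0.0317, range over the alternatives 0.0317 to 0.746).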

We noted this reduced immune response in both the expression data and in the histology data. CCl_4_-treated sgBap1 livers had reduced zone 3 necrosis and reduced migration of F4/80 macrophages to damage at the central vein. Recent work has shown that during damage, zone 3 necrotic regions are predominantly populated and cleared by infiltrating monocyte-derived macrophages while Kupffer cells predominately stay in zones 1 and 2 (Feng et al. 2025). Even though inflammatory pathways were already partially activated with Bap1 loss, there is a disruption of signaling of immune response to damage. This could be due to changes in how cytokine signals are sent or received by adjacent cells or could reflect an exhaustion of the liver environment driven by the premature activation of an immune response in Bap1-depleted hepatocytes or delayed necrosis. Further studies examining the timeline of repair and injury in the context of BAP-loss are needed to distinguish these possibilities.

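In sgBap1 livers, CCl4 against vehicle gave the 51 tested chemokines and chemokine receptors a median log2 fold change of 1.21 (camera, adjusted p = 0.000545), with 34 changed, 25 of them higher (n = 3 against 2 mice). With the inter-gene correlation estimated from the data the adjusted p was 0.327 (range over the alternatives 0.000231 to 0.327). Between sgBap1-CCl4 and NTC-CCl4 livers (n = 3 each) their median log2 fold change was 0.04 (camera, adjusted p = 0.632), with 28 genes higher and 23 lower. Adjusted over all genes 1 was changed and over the 51 alone 2 were, all of them lower, and 7 had an unadjusted p under 0.05, 4 of them higher.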

While we do not know the direct mechanism through which hepatocytes influence immune cell recruitment and response, the increase in expression of chemokines in uninjured Bap1-depleted livers, which notably do not become further elevated with damage, suggests a dysfunction cross-talk mechanism. Additional studies evaluating the cell-type specific functions and the involvement of Bap1 in hepatocytes and other cell types during the response to injury are needed to understand how this inter-cell communication impacts the immune response. Together, these experiments suggest an early role for Bap1 in priming the liver for maladaptive repair and support Bap1 loss as an early event that contributes to later liver disease; an idea supported by human fibrosis data where BAP1 activity was reduced with increasing severity of fibrosis. Our experiments implicate Bap1 having a broader role in maintaining homeostasis in the uninjured liver. Future studies will need to carefully dissect the temporal roles of Bap1 and its molecular functions to maintain proper liver function and response to injury.

## Supplementary Material

jkag047_Supplementary_Data

## Data Availability

All processed expression data are available in supplementary tables. Bulk RNA sequencing data is available on GEO at GSE310239. Single-cell spatial data and imaging data are available on synapse at syn72116265 and FigShare (https://doi.org/10.25387/g3.31337344). All software used in this work is described in the Methods section and scripts are deposited at https://github.com/hoadley-lab/bap1-spatial. sgBAP1 and sgNTC plasmids derived from these are available upon request. Supplemental material available at G3 online.

# Supplementary material for: Hepatocyte-targeted Bap1 reduction in the liver primes an inflammatory transcriptional response
**Source:** G3 (Bethesda). 2026 Feb 19;16(5):jkag047. doi: 10.1093/g3journal/jkag047
**Supplement:** jkag047_Supplementary_Data

**Supplemental Figures and Table Descriptions**

**
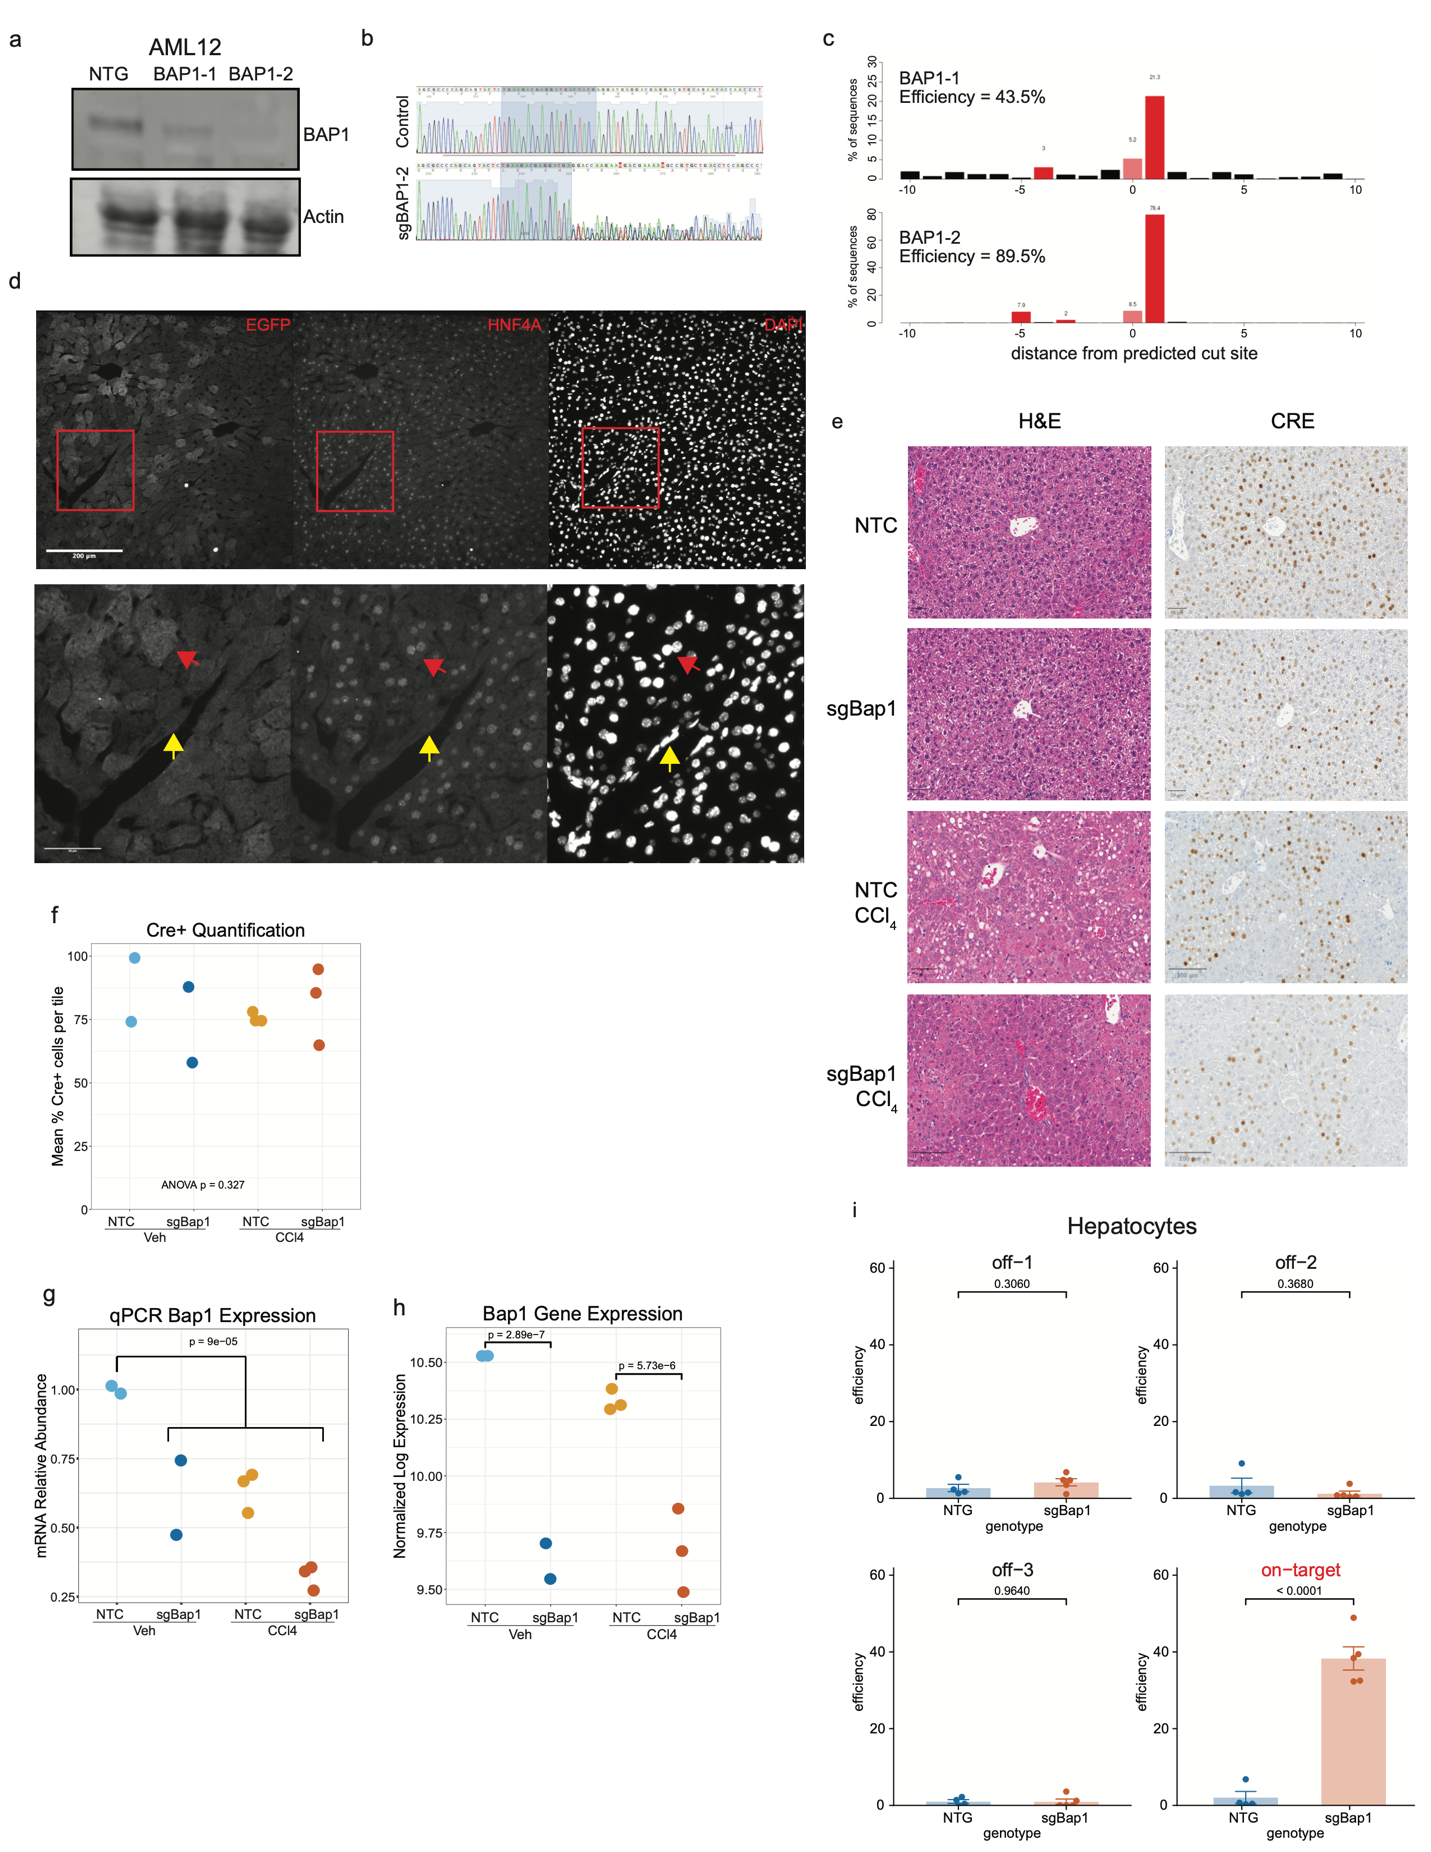
**

**Supplemental Figure 1. Histologic and Expression quantification of Cre and Bap1.** A) Immunoblot of Bap1 or Actin from AML12 cells transduced with sgNTG or one of two sgBAP1 gRNAs. b) Example Sanger sequence trace from stronger guide in panel A depicting region around predicted cut site. c). Efficiency of editing for two Bap1 guide RNAs from TIDE analysis. d) Immunofluorescence imaging for EGFP, Hnf4a, or DAPI at 20x (top row) or the highlighted inset region (red box; bottom row). Yellow arrow depicts example of cells that lack GFP and Hnf4a, red arrow depicts GFP/Hnf4a double positive nuclei. e) Representative Hematoxylin and eosin (H&E)-stained and immunohistochemistry stained Cre images. f) Quantification of immunohistochemistry of Cre+ cells g) qPCR of Bap1 expression levels. h) Bulk RNA-seq gene expression levels of Bap1. i) On and off-target editing efficiencies from liver tissue used in bulk RNA-seq experiments.

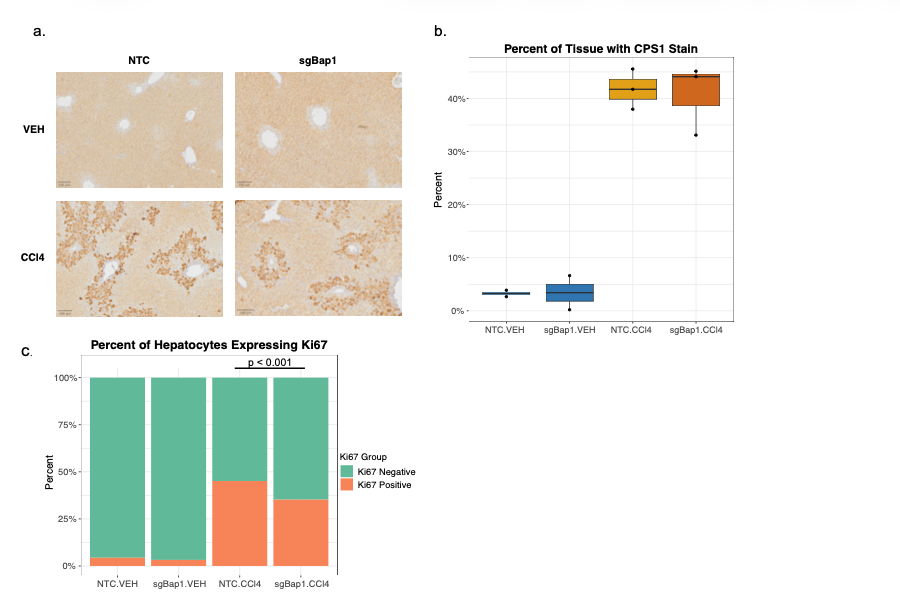

**Supplemental Figure 2. Comparison of damage extent and proliferation.** a.) Immunohistochemistry of Cps1 stained livers. b.) Percent of cell stained with Cps1 quantified from images in a. c.) Percent of hepatocytes expressing Ki67 from Resolve Spatial Transcriptomics data.

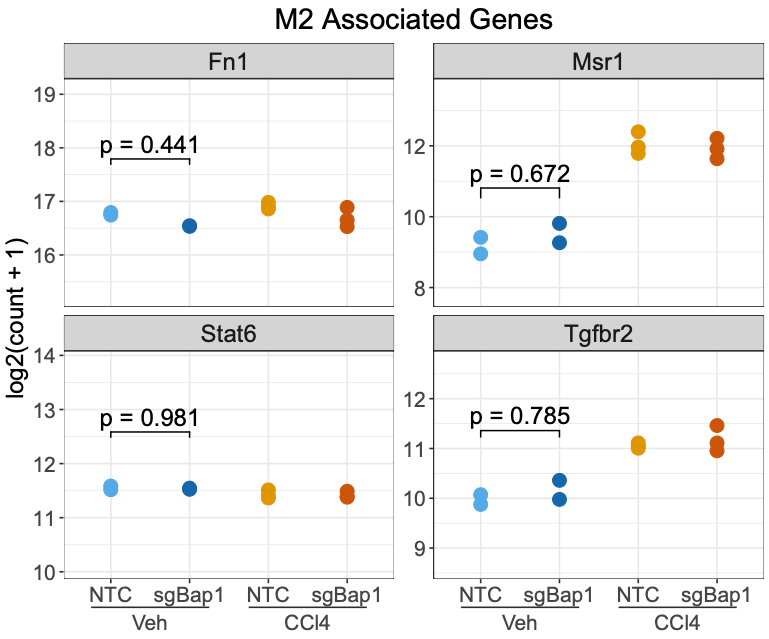

**Supplemental Figure 3. Pro-inflammatory M2 macrophage gene expression.** Log2 normalized expression of genes associated with M2 macrophage polarization.

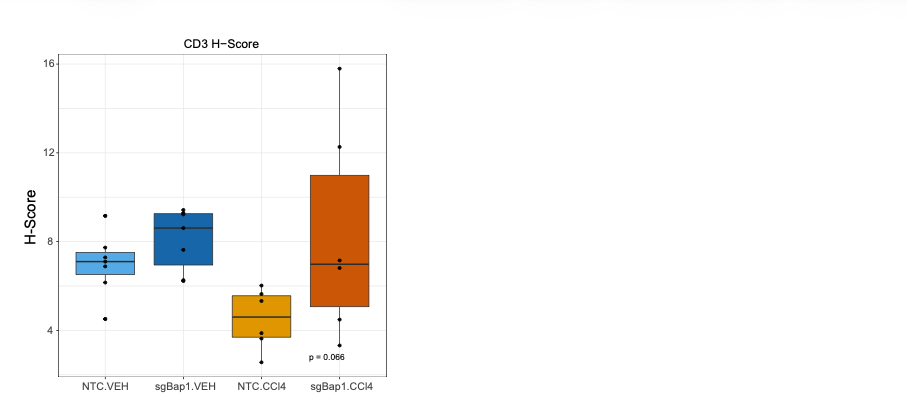

**Supplemental Figure 4. H-Score of Cd3 cells**. H-score of Cd3 immunohistochemical stain around central veins. Statistical significance is assessed with one way ANOVA (n = 26 patches).

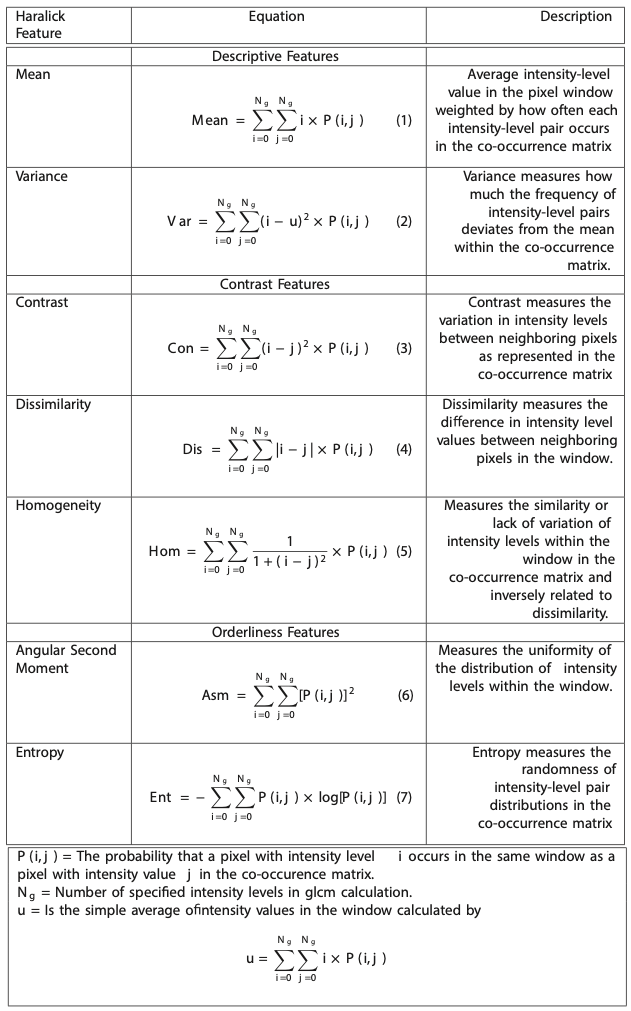

**Supplemental Fig 5. Image-based texture analysis.** Equations and descriptions for Haralick features performed in GLCM texture analysis Fig 5D-G (Haralick et al. 1973; Zvoleff 2020).

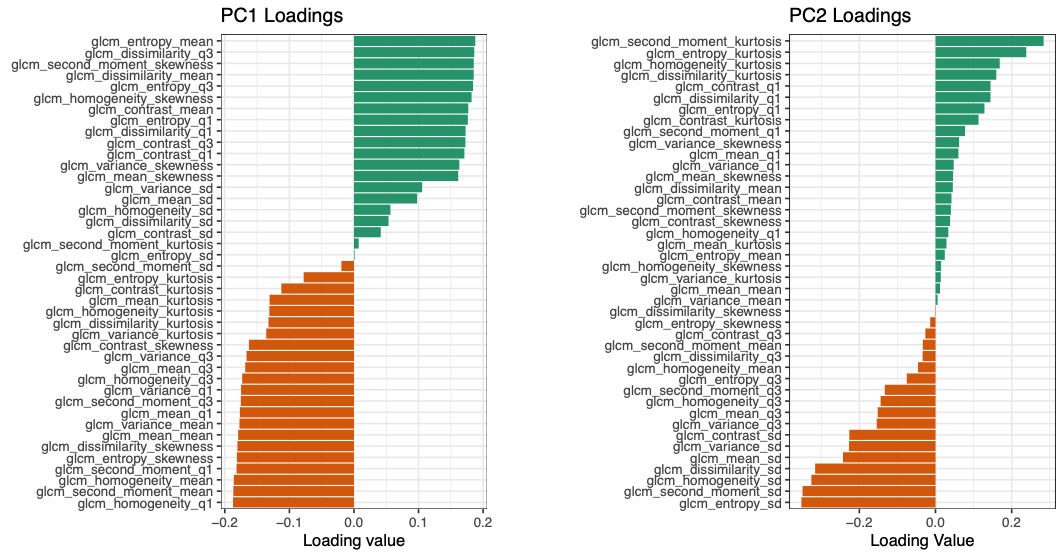

**Supplemental Figure 6. Waterfall plot of PCA loading values for both PC1 and PC2.**

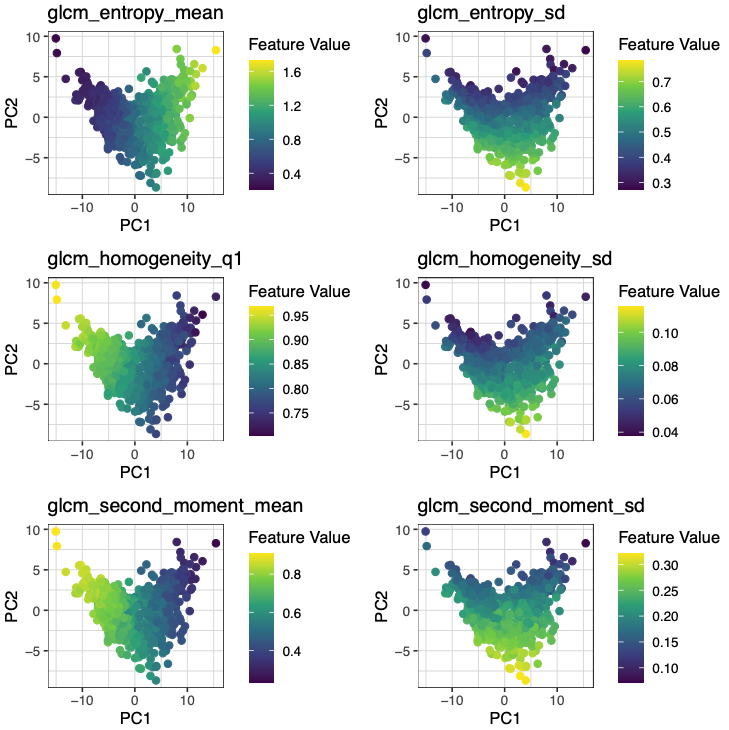

**Supplemental Figure 7 PCA of GLCM texture values colored by top 3 PC loadings from PC1 (left) and PC2 (right).**

**
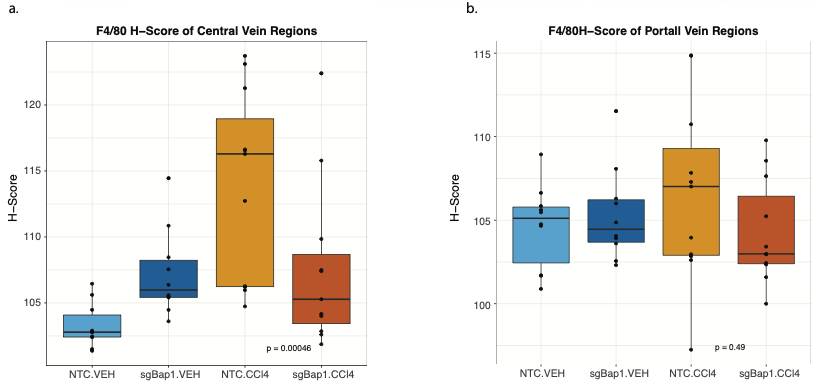
**

**Supplemental Figure 8. Comparison of central vein and portal vein F4/80 expression.** a.) H-scores of regions surrounding the central vein (n = 42 patches). b.) H-Scores of regions surrounding the central vein (n = 42 patches).

**Supplemental Tables**

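Supplementary Table 1 lists threshold cycles of Bap1, Hprt and Tbp for the same 10 livers. Averaged over wells, log2 Bap1 relative to Hprt was -1.86 ± 0.03 in NTC-Veh and -2.63 ± 0.47 in sgBap1-Veh (SD, n = 2 each), -2.53 ± 0.15 in NTC-CCl4 and -3.52 ± 0.21 in sgBap1-CCl4 livers (SD, n = 3 each). The difference of sgBap1 from NTC was -0.77 with vehicle, or 58.7% of NTC (exact permutation test, two-sided p = 0.333, the smallest that 2 against 2 mice allow). With CCl4 it was -0.99, or 50.2% (exact permutation test, p = 0.1, the smallest that 3 against 3 allow). Permuting mice within treatments, the mean difference of -0.88 had an exact p of 0.0167 over 120 permutations. Relative to Tbp the differences were -1.05 with vehicle and -0.74 with CCl4, and -0.90 within treatments (exact permutation test, p = 0.0167). In the RNA-seq of these livers, log2 Bap1 relative to Hprt differed between sgBap1 and NTC by -1.08 with vehicle and -0.83 with CCl4. From vehicle to CCl4 in NTC livers, Bap1 relative to Hprt fell by 0.66 in qPCR and by 0.49 in RNA-seq (exact permutation tests, p = 0.2 each, the smallest that 3 against 2 allow). Relative to Tbp it fell by 0.38 in qPCR (exact permutation test, p = 0.4) and differed by 0.0121 in RNA-seq (exact permutation test, p = 0.8). Hprt (ENSMUSG00000025630.8, chromosome X, 52988137 to 53021659) and Tbp (ENSMUSG00000014767.17, chromosome 17, 15499888 to 15528379) themselves changed with CCl4 in NTC livers by log2 fold changes of 0.29 (SE 0.12, adjusted p = 0.0622) and -0.22 (SE 0.12, adjusted p = 0.1498) in RNA-seq. Over the alternatives the adjusted p of Hprt was 0.0376 to 0.147. Tbp overlaps Pdcd2 on the other strand.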

1. qPCR results for BAP1.
2. Pathological summary of H&E slides for Necrosis and Steatosis related to Figure 1C.
3. 

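Of the 1999 genes of Supplementary Table 3 at hand, 370 have a value in the paper and were tested here. The unshrunken log2 fold changes of edgeR and the paper's shrunken values had a Pearson correlation of 0.33 for sgBap1 against NTC with vehicle, 0.50 with CCl4, and 0.98 and 0.98 for CCl4 in NTC and sgBap1 livers. The median absolute log2 fold change over these genes was 0.209, 0.203, 0.693 and 0.803 in edgeR. The paper's reported values have medians of 0.0145, 0.0143, 0.548 and 0.619. With DESeq2 and apeglm shrinkage, the correlations with the paper's values were 1.00, 0.97, 1.00 and 1.00. Among the genes at hand, edgeR called 2, 0, 177 and 191 genes changed, of which 2, 0, 163 and 171 are also called in the paper.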

Shrunken log2Fold changes of all genes. Each tab is a specific comparison noted below
   1. sgbap1.Veh vs NTC
   2. SgBap1.CCl4 vs NTC
   3. NTC.CCl4 vs VEH
   4. sgBap1.CCl4 vs Veh
4. GSEA of shared significantly enriched genes from Figure 2B. Tab for each analysis noted below.
   1. Hallmark pathways Figure 2D.
   2. C5 pathways Figure 2 E,F.
5. GSEA of genes with significant interaction effects. Tab for each gene set noted below
   1. 

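In edgeR's quasi-likelihood test of the same counts, the 408 listed interaction genes had a median rank of 212.5 by p among the 17015 tested genes. Of the 408, 105 had a positive and 303 a negative interaction, and the median interaction was 1.10, -1.12, 0.95 and -1.10 in clusters 1 to 4.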

Interaction genes that had significant change and their cluster in Figure 3A.
   2. C5 gene set enrichment output of clusters from interaction terms Figure 3C.
6. Immune Terms identified from C5 MSigDB data set for Figure 2F.
7. Bap1 activity scores of samples. Tab for each data set noted below.
   1. Bap1 activity score of fibrosis dataset.
   2. Bap1 activity score of hepatic Bap1 KO dataset.
8. Gene Probes Selected for Spatial Transcriptomics in Resolve Biosciences.
9. F4/80 images and their reference patches as well as tissue patches from Figure 5D-G.
10. PC values from GLCM analysis with treatment groupings from Figure 5D-G.
11. PC loading values from GLCM analysis with treatment groupings from Figure 5D-G

How the deposited data were processed for this re-analysis (not part of the article)

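Bulk RNA-seq of the livers of 10 mice was analysed, 2 NTC-Veh, 2 sgBap1-Veh, 3 NTC-CCl4 and 3 sgBap1-CCl4. The authors counted reads with Salmon, and the deposited table holds its estimated counts (expected counts) per gene symbol for 55291 genes, without normalization. All 10 columns were matched to a sample by the group and replicate number in their labels. The spatial transcriptomics, the histology, the human cohort and the Bap1 activity score were not analysed here, and the Hallmark and C5 gene sets were not used here. The threshold cycles of Supplementary Table 1, the part of Supplementary Table 3 at hand, the list of Supplementary Table 5A and the gene descriptions of Supplementary Table 8 were used beside the counts.

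Counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with the 4 groups as design, which left 17015. Libraries were normalized by TMM, dispersions estimated with estimateDisp, and one model of the 4 groups fitted with glmQLFit (robust = TRUE). The 4 pairwise comparisons and the interaction were tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment over the tested genes of each comparison and a threshold of 0.05. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, adjusted by Benjamini-Hochberg over 12 tests. Camera was run on the counts through edgeR, which turns them into z-scores, and not on log2 CPM. Its direction can therefore differ from the sign of the median log2 fold change. For the immune set in sgBap1 against NTC livers with CCl4 it was up at a median of -0.02. Log2 CPM for principal components, correlations between mice and the paper's clusters have a pseudocount of 2. The immune and hepatocyte sets are the genes that Supplementary Table 8 describes as immune cell or immune genes and as hepatocyte genes, and the chemokine family was taken by symbol.

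These settings, the gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. Named genes are the 23 that the paper names for bulk RNA-seq, the 18 inflammasome genes, Hprt and Tbp, and 5 genes for each pairwise comparison. These 5 have the largest absolute log2 fold changes among genes with an adjusted p under 0.05, a mean of at least 100 counts over the 10 mice and no overlap between the mice of the 2 groups. Tmc7, Csf1r, Ptprc and 5 genes of antigen presentation were added after their values were seen. Not every gene under this rule is reported here. Gene positions, overlaps, and stretches of 50 bases shared between genes come from GENCODE vM21, since vM25 was not used here.

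The alternatives were DESeq2 size factors in place of TMM, no filter beyond 1 count in total, a mean of at least 10 counts, the replicate number as a block, the quasi-likelihood method of edgeR 3, DESeq2's Wald test (DESeq2 1.42.0, the tool that the paper's methods name), a model of only the mice of the 2 groups compared, and each mouse left out in turn. Calls without a mouse were counted only where each group compared kept at least 2 mice, so the 2 mice of a vehicle group were not left out for its own comparisons. For single results they also included an inter-gene correlation estimated from the data, separate NTC-Veh mice as baselines, genes changed in either comparison, other clusterings, and shrinkage with apeglm 1.24.0. After the results were seen, edgeR's likelihood ratio test, limma-voom, scaling by library size alone and a test of only the 408 genes listed in the paper were added. Each range given over the alternatives excludes the fits that leave out a mouse. Ranges of adjusted p-values also exclude edgeR's likelihood ratio test, limma-voom and scaling by library size alone. Some values of these fall outside the ranges, such as the adjusted p of 0.379 that limma-voom gave Ccr2 with vehicle. The replicate numbers used for the block and for the pairing check come from the sample labels.

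The total estimated count per mouse was 3.30e+07 to 5.22e+07, and 3 counts correspond to at most 0.112 CPM. No batch is named in the labels or the paper's text, so none was tested. The analysis was tested on counts simulated with the dispersions of these livers, in which 200 genes were changed with vehicle and none with CCl4, so that these genes also carry an interaction. The 200 genes were drawn among those above a minimum mean count and given log2 fold changes of fixed sizes, in a single draw. The following percentages depend on these settings. For the vehicle comparison, the quasi-likelihood test called 168 genes, 7.14% of them not changed, and found 78% of the 200. DESeq2's Wald test called 206, with 16.5% not changed, edgeR's likelihood ratio test had 20.1% and limma-voom 8.38%. For the interaction, the quasi-likelihood test called 144 genes and found 67%, with 6.94% of its calls not changed, against 189, 77% and 18.5% for DESeq2's Wald test.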

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

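All tests of this part were chosen only after the results were seen. Of the 69 genes changed in sgBap1 against NTC livers with vehicle and the 56 changed with CCl4, 3 are changed in both, namely Bap1 and, not discussed in the paper, Bcl6 and Tmc7.

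Bcl6 (ENSMUSG00000022508.5, chromosome 16, 23965052 to 23988852) measured 5.99 ± 1.16 CPM in NTC-Veh and 21.9 ± 4.77 in sgBap1-Veh livers (SD, n = 2 each), and 8.48 ± 1.504 in NTC-CCl4 and 23.2 ± 2.77 in sgBap1-CCl4 livers (SD, n = 3 each). Its log2 fold change was 1.87 (SE 0.22, adjusted p = 0.0191) with vehicle and 1.45 (SE 0.17, adjusted p = 0.0188) with CCl4 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives that leave out no mouse, the adjusted p was 4.79e-12 to 0.0744 with vehicle and 2.84e-11 to 0.0483 with CCl4. With a mouse left out, the adjusted p with CCl4 was 0.0179 to 0.0920, so that call was not always kept. The difference between the treatments was not shown (interaction -0.42 (SE 0.27, adjusted p = 0.653)). Leaving out each mouse in turn kept at least 86.8% of the log2 fold change, which was 1.62 to 2.08 with vehicle and 1.33 to 1.59 with CCl4. The 5 sgBap1 mice had 18.5 to 26.3 CPM and the 5 NTC mice 5.17 to 10.1, so no single mouse carries the difference. Scaling by library size alone kept at least 100.3% (1.88 and 1.46), so the choice between these scalings does not account for it. The TMM factors of NTC and sgBap1 livers overlap within each treatment. This check could therefore hardly move the value and cannot decide on library composition. Of the stretches of 50 bases of Bcl6, 0% occur in other genes, so reads shared with annotated near copies do not account for its change. The gene was picked for its change in these mice, and reads of Gm37419 on the other strand were not separated. Bcl6 may respond to the loss of Bap1 in hepatocytes, but the pattern cannot be told apart from editing at another site. The paper reports editing of 0% to 5% at 3 predicted off-target sites in these livers, on chromosomes 1 and 5 and so not at Bcl6 or Tmc7, and further sites were not tested here.

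Tmc7 (ENSMUSG00000042246.5, chromosome 7, 118535841 to 118584736) was chosen after its values were seen and measured 4.90 ± 0.968 CPM in NTC-Veh and 2.34 ± 0.189 in sgBap1-Veh livers (SD, n = 2 each), and 5.77 ± 0.632 in NTC-CCl4 and 11.1 ± 0.569 in sgBap1-CCl4 livers (SD, n = 3 each). Its log2 fold change was -1.06 (SE 0.19, adjusted p = 0.0496) with vehicle and 0.94 (SE 0.13, adjusted p = 0.0256) with CCl4, opposite in direction, with an interaction of 2.00 (SE 0.23, adjusted p = 0.0694). Over the alternatives that leave out no mouse, the adjusted p was 0.000495 to 0.184, 1.13e-06 to 0.0483 and, for the interaction, 4.59e-09 to 0.138, and DESeq2's Wald test called the interaction (4.59e-09). With a mouse left out, the adjusted p was 0.0266 to 0.100 with CCl4 and 0.0476 to 0.172 for the interaction. At least 79.7% of the log2 fold change was kept without any one mouse, with -1.25 to -0.84 with vehicle and 0.86 to 1.01 with CCl4. Scaling by library size alone kept at least 98.4% (-1.04 and 0.96). For the reason given for Bcl6, this check cannot decide on library composition. Of its stretches of 50 bases, 0% occur in other genes. No single mouse carries the pattern, but the gene was picked for it in these mice, and off-target sites beyond those of the paper were not tested. The response of Tmc7 to CCl4 might differ with Bap1 loss, which other mice would have to test.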

How the results depend on the processing

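In this part, edgeR's likelihood ratio test, limma-voom, scaling by library size alone and the test of only the 408 listed genes were chosen only after the results were seen. The number of genes changed in sgBap1 against NTC livers was 69 with vehicle and 56 with CCl4 under edgeR's quasi-likelihood test. DESeq2's Wald test called 553 (398 higher, 155 lower) and 481 (201 higher, 280 lower), and edgeR's likelihood ratio test 483 and 498. A model of only the mice of the 2 groups compared called 27 and 28, limma-voom 26 with vehicle, library size alone 32 with vehicle, and no filter 94 with CCl4. Under the other alternatives but the replicate block these counts stayed within 1.5 times. Leaving out each CCl4-treated mouse gave 22 to 150 with vehicle, the 150 without sgBap1-CCl4 mouse 2, and leaving out each of the 10 mice gave 1 to 71 with CCl4.

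The genes with an interaction were 0 under the quasi-likelihood test (1764 at an unadjusted p under 0.05), 408 under DESeq2's Wald test (105 positive, 303 negative), 365 under edgeR's likelihood ratio test, 34 without a filter, 2 with library size alone and 406 when only the 408 listed genes were tested. Of the 34 genes without a filter, 34 are in the paper's list, and of those of the likelihood ratio test 335 are. Leaving out each CCl4-treated mouse gave 0 to 7, the 7 without sgBap1-CCl4 mouse 2. Since the quasi-likelihood test called 0 genes, the sizes of clusters of its genes could not be computed. Genes raised by both sgBap1 with vehicle and CCl4 in NTC livers were 35, against 295 with DESeq2's Wald test, 269 with the likelihood ratio test, 58 without a filter, 14 with library size alone, 10 with limma-voom, 7 with only the mice of the groups compared and 8 to 77 with each CCl4-treated mouse left out.

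For CCl4 against vehicle, no alternative moved the count of changed genes by more than 1.5 times (8191 to 9374 in NTC and 8767 to 9599 in sgBap1 livers with each mouse but the 2 of the vehicle group compared left out), but library size alone moved the share of higher genes from 50.8% to 80.5% in NTC livers and from 50.9% to 78.3% in sgBap1 livers. The correlation of the sgBap1 and CCl4 log2 fold changes of 0.30 was 0.10 to 0.39 over the alternatives and 0.16 to 0.49 with each mouse left out. The slope of the CCl4 response of 0.87 was 0.55 without a filter and 0.70 to 0.90 with each mouse left out. The correlation of the log2 fold changes with those of Supplementary Table 3, over the 4 comparisons together, was 0.93, and 1.00 with DESeq2 and apeglm. It was 0.85 to 0.93 with each mouse left out.

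With the replicate number as a block, the quasi-likelihood test called 1 gene with vehicle, 24 with CCl4 and 0 raised by both. For Bap1, the block gave -0.91 (adjusted p = 0.0744, range over the alternatives 2.89e-07 to 0.0744) with vehicle and -0.66 (adjusted p = 0.0552, range 5.73e-06 to 0.0766) with CCl4. Residuals of mice with the same number had a mean correlation of -0.0140 and -0.0392 between sgBap1 and NTC mice with vehicle and CCl4, and 0.0213 and -0.0534 between CCl4 and vehicle mice in NTC and sgBap1, so the numbers carry no pairing that could be seen. The block may mainly use up degrees of freedom, which was not tested. With only the mice of the groups compared, Bap1 had -0.65 (adjusted p = 0.0766) with CCl4. Leaving out each mouse gave -0.99 to -0.84 with vehicle and -0.75 to -0.57 with CCl4.

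With the inter-gene correlation estimated from the data, which leaves the medians as they are, no camera test that had an adjusted p under 0.05 stayed under it. For sgBap1 with vehicle, the immune set (median 0.73) had 0.183 (range over the alternatives 1.11e-11 to 0.183) and the chemokine family (0.60) 0.160 (2.00e-09 to 0.160). For CCl4 in NTC livers, the immune set (1.12) had 0.380 (3.80e-06 to 0.380), the hepatocyte set (-1.37) 0.147 (1.18e-06 to 0.147) and the chemokine family (1.82) 0.160 (1.18e-08 to 0.160). In sgBap1 livers, the hepatocyte set (-1.21) had 0.147 (2.93e-05 to 0.147) and the chemokine family (1.21) 0.327 (0.000231 to 0.327). The immune set passed 0.05 without a filter (median 0.32, adjusted p = 0.0317, range 0.0317 to 0.746). With each mouse left out, medians for the immune set were 0.30 to 1.26 for sgBap1 with vehicle, -0.19 to 0.0651 with CCl4, and 1.01 to 1.64 and 0.16 to 0.43 for CCl4 in NTC and sgBap1 livers. In the same order, those of the hepatocyte set were -0.10 to 0.12, -0.0282 to 0.23, -1.70 to -1.11 and -1.43 to -1.07, and those of the chemokine family 0.40 to 0.71, -0.0825 to 0.13, 1.38 to 2.37 and 0.96 to 1.52. For sgBap1 with CCl4, camera's direction turned over for the immune set without NTC-CCl4 mouse 2 (-0.18) and sgBap1-CCl4 mouse 2 (-0.19), for the hepatocyte set without sgBap1-CCl4 mouse 3 (-0.0282), and for the chemokine family without NTC-CCl4 mouse 1 or 2 (0.0356 and 0.0214) and sgBap1-CCl4 mouse 2 (-0.0825).

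The median log2 fold changes of the paper's clusters moved with the mouse left out. With vehicle, sgBap1 against NTC was -0.68 to -0.58 in cluster 1, 0.82 to 1.17 in cluster 2, -0.34 to -0.21 in cluster 3 and 0.52 to 0.64 in cluster 4. With CCl4 it was -0.21 to -0.0815 in cluster 2. For CCl4 in NTC livers it was 0.32 to 0.45, 1.67 to 2.03 and -1.19 to -1.01 in clusters 1 to 3, and in sgBap1 livers 1.37 to 1.49, 0.57 to 0.75 and -1.98 to -1.70 in clusters 1, 2 and 4.

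For 94 log2 fold changes of named genes, 647 values under the alternatives comprised 578 with the same call and direction, 40 that lost and 29 that gained an adjusted p under 0.05, and 0 of opposite direction. Of the 29 gains, 26 came with DESeq2's Wald test, and of the 40 losses, 15 with only the mice of the groups compared, 16 with the block and 7 without a filter. With each mouse left out, 803 of 940 values were the same, 81 lost and 6 gained the call, and 50 moved in size, which alone was compared where a group was left with 1 mouse.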

Differences from the paper's values

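No test of a cause is reported in this part. The paper reports 551 genes for sgBap1 against NTC with vehicle, and edgeR's quasi-likelihood test called 69 (2100 at an unadjusted p under 0.05). Of the alternatives set before the data were examined, only DESeq2's Wald test, with 553 genes, reached the paper's value. edgeR's likelihood ratio test, chosen after seeing the values, called 483. For the interaction the paper reports 408 genes, and 0 were called here (1764 at an unadjusted p under 0.05). With DESeq2's Wald test 408 were called, and none of the other alternatives set before the data were examined came within 1.5 times of the paper's value. With settings chosen after seeing the values, edgeR's likelihood ratio test called 365 and a test of only the 408 listed genes 406. For Bap1 itself the paper's adjusted p-values are far smaller than those here, which are 0.0208 with vehicle and 0.0295 with CCl4. With DESeq2's Wald test the paper's values were reached to the digits it prints, 2.89e-07 (range over the alternatives 2.89e-07 to 0.0744) and 5.73e-06 (range 5.73e-06 to 0.0766), and no other alternative set before the data were examined closed the gap. edgeR's likelihood ratio test, chosen after seeing the values, gave 2.33e-07 and 6.67e-06, within 1.5 times of the paper's.

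The paper shows about 290 genes raised in both comparisons and about 100 raised by sgBap1 only in Fig. 2b, read by eye, against 35 and 12 here. Only DESeq2's Wald test, with 295 and 103, reached the paper's values among the alternatives set before the data were examined. The likelihood ratio test, chosen after seeing the values, gave 269 raised in both and 75 by sgBap1 only. The p of Ccr2 is about 0.026 and that of Cxcr6 about 0.048 in the paper's Fig. 3d, read by eye, against adjusted p-values of 0.0817 and 0.145 here. In the paper's Fig. 3e, read by eye, the p is about 0.003 for Il7, about 0.049 for Irf7 and about 0.021 for Tlr4, against 0.0584, 0.218 and 0.127 here. The paper's p of Adgre1 is about 0.01 in Fig. 5c, read by eye, against 0.186 here. For these 6 genes DESeq2's Wald test reached the paper's values, with adjusted p = 0.0259 for Ccr2 (range over the alternatives 0.0259 to 0.348), 0.0474 for Cxcr6 (0.0474 to 0.303), 0.00281 for Il7 (0.00281 to 0.174), 0.048995 for Irf7 (0.048995 to 0.349), 0.0214 for Tlr4 (0.0214 to 0.272) and 0.00897 for Adgre1 (0.00897 to 0.360). None of the other alternatives set before the data were examined did. With edgeR's likelihood ratio test, chosen after seeing the values, adjusted p-values within 1.5 times of the paper's were 0.0295 for Ccr2 and 0.0500 for Cxcr6, and it also called Il7 (0.00147), Tlr4 (0.0343) and Adgre1 (0.0158), but not Cxcr6 or Irf7 (0.0809).

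Among the genes of Supplementary Table 3 at hand, the paper calls 6 for sgBap1 with vehicle and 7 with CCl4, and edgeR's quasi-likelihood test called 2 and 0. Under DESeq2's Wald test 6 and 7 were called, and no other alternative set before the data were examined reached these counts. The likelihood ratio test, chosen after seeing the values, called 6 and 8, of which 6 and 7 are the paper's.

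Beside these values, the paper describes Cebpb and Foxo1 as reduced with damage and in sgBap1 livers. Both were lower with CCl4 in NTC livers (log2 fold changes of -0.83 and -0.73), but with CCl4 both were higher in sgBap1 than in NTC livers (0.76, adjusted p = 0.120, and 0.86, adjusted p = 0.0189, by edgeR's quasi-likelihood test), and with vehicle they differed by -0.32 and -0.09. The paper describes Il7, Irf7 and Tlr4 in sgBap1 livers with vehicle as comparable with CCl4 treatment. From sgBap1-Veh to NTC-CCl4 livers, mean CPM were 1.72 and 1.04 for Il7, 73.8 and 126 for Irf7, and 3.21 and 7.13 for Tlr4. It states that chemokines raised in undamaged sgBap1 livers do not rise further with damage. From sgBap1-Veh to sgBap1-CCl4 livers, the chemokine Cxcl10 went from 10.8 to 38.3 CPM and the chemokine Cxcl9 from 39.5 to 16.9. Ccr2 and Cxcr6, which are receptors and not chemokines, went from 3.61 to 34.5 and from 1.95 to 0.7002 CPM.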

Other observations

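The tests of Hprt, of the separate baselines and of other splits of the CCl4-treated mice were planned, and all other tests of this part were chosen only after the results were seen.

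In NTC livers, qPCR of Bap1 relative to Hprt fell with CCl4 by 0.66 (log2), and RNA-seq of Bap1 alone changed by -0.20. The reference gene may carry part of this. Hprt had a log2 fold change of 0.29 (SE 0.12, adjusted p = 0.0622) with CCl4 in NTC livers by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher but not under 0.05. A rise of this size could account for part of the fall of 0.66 and not for all of it. Relative to Tbp, qPCR of Bap1 fell by 0.38 (exact permutation test, p = 0.4). Over the alternatives the adjusted p of Hprt was 0.0376 to 0.147, under 0.05 with only the mice of the groups compared, and the log2 fold change was 0.17 to 0.43 with each mouse left out. That part of the fall cannot be told apart from a rise of Hprt.

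The correlation of 0.30 between the log2 fold changes of sgBap1 with vehicle and of CCl4 in NTC livers could come in part from the shared NTC-Veh mice. With a different NTC-Veh mouse for each comparison the lower of the 2 correlations was 0.101. The 2 comparisons then share no mouse, so what remains does not come from a shared baseline. Each baseline is then a single mouse, which adds error and also lowers a correlation, so how much of the fall from 0.30 comes from the sharing cannot be told.

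For sgBap1 against NTC with CCl4, only the real split gave as many as 56 changed genes among the 4 splits of the 6 mice that part all same-numbered pairs (1 of 4), and the 3 others gave 0 genes. So did the 6 splits that part only 1 such pair. With vehicle, 1 of the 2 splits of the 4 mice that part both pairs gave as many genes as the real one, which is the real split itself. The other splits gave 0 genes with edgeR and 30 and 9 with DESeq2's Wald test. With 4 and 2 splits no share under 0.05 is possible, whatever the livers hold, so this comparison decides nothing about chance in how mice fell into groups. Nor could it over all 10 splits of the CCl4-treated mice, where the 9 others gave 0 genes. For the camera tests in CCl4-treated livers, 4 of 4 splits had a p as small as the real one for the immune set, 4 of 4 for the hepatocyte set and 4 of 4 for the chemokine family. Mixed splits gave camera p-values down to 1.01e-06 for the immune set and 2.50e-07 for the chemokine family, so mice of mixed genotype can differ in these sets, and camera p-values at a fixed inter-gene correlation may be too small. With the inter-gene correlation estimated from the data, the adjusted p of the immune set for sgBap1 with vehicle was 0.183 (median 0.73, range over the alternatives 1.11e-11 to 0.183).

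Where DESeq2's Wald test called 408 interaction genes, edgeR's quasi-likelihood test called 0 (1764 at an unadjusted p under 0.05). Without 1 CCl4-treated mouse, DESeq2's Wald test called 224, 412, 277, 204, 423 and 430 genes, and 155 of the 408, or 37.99%, were called in every such fit. Single fits kept 194 to 320 of the 408. A CCl4 group then has 2 mice in place of 3, and a gene must pass in all fits. Lower power alone could give a low share, so the share does not show that single mice carry the calls. On simulated counts, 18.5% of the interaction calls of DESeq2's Wald test were not changed. Of the 16 splits that part all same-numbered pairs, 2 gave as many genes, the real one and one with 683 genes (edgeR 70) that exchanges the genotypes in one treatment only and so turns the genotype effect into an interaction. The others gave 3 to 362. With edgeR the real split gave 0 genes and these others 0 to 15, most of them 0. Splits that part fewer such pairs gave up to 20 genes with edgeR, and most gave 0. Some of all these splits keep the real genotype groups in one treatment. A genotype effect in that treatment then enters their interaction too. They are therefore not all free of a genotype effect, and these counts cannot measure chance. Part of the 408 calls may rest on a test that is too liberal with 2 or 3 mice per group. Whether part of them rests on single mice is left open. The simulation recovered 77% of the changed genes with DESeq2 and 67% with the quasi-likelihood test. In it the quasi-likelihood test called 144 interaction genes, against 0 in these livers. The simulated changes thus differ from those of the livers, and the percentages may not carry over to the 408 genes.

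Cluster 1 was lower and cluster 2 higher in sgBap1-Veh livers. Without 1 NTC-Veh mouse at least 91.6% of the median log2 fold change of cluster 1 was kept, and without 1 sgBap1-Veh mouse at least 88.8% of that of cluster 2. Over all mice left out in turn, the medians were -0.68 to -0.58 against -0.63 in cluster 1 and 0.82 to 1.17 against 1.00 in cluster 2, the lowest for cluster 2 without an NTC-Veh mouse. The genes were chosen for these patterns in the same mice, so chance in single mice could still have shaped them. A difference in blood content is unlikely to raise cluster 2 with vehicle, since 5 erythroid genes (Hba-a1, Hba-a2, Hbb-bs, Hbb-bt and Alas2) had a median log2 fold change of 0.0760 in sgBap1-Veh against NTC-Veh livers. With CCl4 their median was -0.84 for sgBap1 against NTC, and their median interaction was -0.91, with all 5 negative in both. Blood content is therefore left open for the negative interaction of cluster 2. No biological explanation was told apart from chance in single mice here.

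The balance of genes raised and lowered by CCl4 depends on scaling. With library size alone, 80.5% of the genes changed in NTC livers were higher, against 50.8% with TMM, which could come from genes that take many counts in vehicle-treated livers. The 10 highest genes held 17.1% to 20.7% of the counts in vehicle-treated and 17.4% to 19.1% in CCl4-treated livers, so these alone do not account for it. The true balance cannot be told from relative counts.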
